# Loss of KDM5B ameliorates pathological cardiac fibrosis and dysfunction by epigenetically enhancing ATF3 expression

**DOI:** 10.1038/s12276-022-00904-y

**Published:** 2022-12-08

**Authors:** Bo Wang, Yong Tan, Yunkai Zhang, Sheng Zhang, Xuewen Duan, Yuyu Jiang, Tong Li, Qingqing Zhou, Xingguang Liu, Zhenzhen Zhan

**Keywords:** Cardiomyopathies, Experimental models of disease, Epigenetics, Histone analysis

## Abstract

Excessive cardiac fibrosis is central to adverse cardiac remodeling and dysfunction leading to heart failure in many cardiac diseases. Histone methylation plays a crucial role in various pathophysiological events. However, the role of histone methylation modification enzymes in pathological cardiac fibrosis needs to be fully elucidated. Here, we identified lysine demethylase 5B (KDM5B), a histone H3K4me2/me3 demethylase, as a key epigenetic mediator of pathological cardiac fibrosis. KDM5B expression was upregulated in cardiac fibroblasts and myocardial tissues in response to pathological stress. KDM5B deficiency markedly ameliorated cardiac fibrosis, improved cardiac function, and prevented adverse cardiac remodeling following myocardial infarction (MI) or pressure overload. KDM5B knockout or inhibitor treatment constrained the transition of cardiac fibroblasts to profibrogenic myofibroblasts and suppressed fibrotic responses. KDM5B deficiency also facilitated the transformation of cardiac fibroblasts to endothelial-like cells and promoted angiogenesis in response to myocardial injury. Mechanistically, KDM5B bound to the promoter of activating transcription factor 3 (*Atf3*), an antifibrotic regulator of cardiac fibrosis, and inhibited ATF3 expression by demethylating the activated H3K4me2/3 modification, leading to the enhanced activation of TGF-β signaling and excessive expression of profibrotic genes. Our study indicates that KDM5B drives pathological cardiac fibrosis and represents a candidate target for intervention in cardiac dysfunction and heart failure.

## Heart disease: Enzyme that promotes fibrosis identified

An enzyme that is increased in heart tissues during cardiac fibrosis could provide a valuable treatment target. Injury or excessive pressure in the heart during disease can trigger cardiac remodeling: changes in the heart’s shape, size and function that often result in heart failure. A key feature of this remodeling is cardiac fibrosis, where heart cells are overactivated triggering excessive collagen deposition. Targeted therapies are limited. A team led by Zhenzhen Zhan at Tongji University and Xingguang Liu at Naval Medical University in Shanghai, China, identified an enzyme, lysine demethylase 5B (KDM5B), involved in promoting cardiac fibrosis. In mice models, KDM5B expression was increased in cardiac fibroblasts, whereas KDM5B deficiency improved cardiac fibrosis and restored heart function. Further examination showed that KDM5B bound to the promoter of an anti-fibrotic regulator, inhibiting its expression and promoting fibrosis.

## Introduction

Ischemic and hypertrophic heart diseases, which are the two most prominent cardiovascular diseases that lead to heart failure, share the common pathological hallmark of adverse cardiac remodeling. Cardiac fibrosis is the pivotal characteristic manifestation of adverse cardiac remodeling induced by cardiac insults, which can be elicited by ischemia, hemodynamic overload, neurohumoral activation and cytokines^1^. Cardiac fibrosis is typically characterized by the overactivation and excessive proliferation of myofibroblasts, which disrupts the balance between the synthesis and degradation of extracellular matrix proteins^2^. While appropriate fibrosis is beneficial in maintaining cardiac structure to prevent cardiac rupture in some conditions, such as myocardial infarction (MI), the overactivated fibrotic response causes excessive deposition of collagen fibers in the localized or entire myocardium to alter myocardial architecture and decrease myocardial compliance, resulting in the development of cardiac dysfunction, arrhythmias, and heart failure^3,4^. A large amount of literature demonstrates that pathological cardiac fibrosis represents a principal pathway mediating clinical outcomes in heart failure for patients who are exposed to ischemic and nonischemic heart stress events^5^. However, an effective therapeutic approach for cardiac fibrosis is very limited, which urges us to further explore the key mechanisms underlying pathological cardiac fibrosis.

Among the multiple types of cells in the heart, cardiac resident fibroblasts are considered to be the most predominant sources of myofibroblasts, accounting for approximately 11% of the total cells in the adult mouse heart^6,7^. Under normal physiological conditions, fibroblasts are in a quiescent state. However, in the injured heart, fibroblasts transdifferentiate into activated myofibroblasts and significantly contribute to cardiac remodeling in response to multiple pathological stresses^8^. Apart from mediating cardiac fibrosis, fibroblasts can also remodel the impaired heart under certain circumstances. For instance, previous studies have shown that fibroblasts can adopt an endothelial phenotype and promote angiogenesis to repair the injured heart^9,10^. Therefore, the precise regulation of fibroblast fate under stress conditions is vital for improving cardiac function and preventing pathological cardiac fibrosis. However, the mechanisms controlling fibroblast fate and maintaining their appropriate activation state remain incompletely understood.

Multiple regulatory mechanisms are involved in modulating cardiac fibrosis^11^. Epigenetic mechanisms, including histone methylation, play essential roles in regulating chromatin structure and gene expression^12^. It has been shown that alterations in the histone methylation profiles of various cardiac cell types can be induced by different pathological stimuli^13^. These alterations can contribute to the imbalance in homeostasis in multiple cell types in the heart, including increasing the expression of fibrosis-associated genes in fibroblasts^13^. A previous study showed that histone lysine methyltransferase DOT1L (disruptor of telomeric silencing 1-like) contributed to the profibrotic response in cardiac fibroblasts by enhancing the activation of transforming growth factor β (TGF-β)/SMAD signaling^14^, suggesting that manipulating the histone methylation profile has great potential in overcoming pathological cardiac fibrosis. However, whether other histone methylation modification enzymes play key roles in controlling cell fate and profibrotic responses in cardiac fibroblasts needs to be further explored.

Lysine-specific demethylase 5B (KDM5B), which is also known as PLU1 or Jumonji AT-rich interactive domain 1B (JARID1B), mediates the demethylation of transcription-activated trimethylation and dimethylation of H3 at lysine 4 (H3K4me3 and H3K4me2), suppressing the expression of target genes^15^. Some studies have demonstrated that abnormal expression of KDM5B is associated with the development of multiple disorders, including the promotion of tumorigenesis and inflammatory diseases^16,17^. However, the role of KDM5B in cardiovascular diseases is still unknown. Here, we found that the loss of KDM5B significantly blocked the activation of cardiac fibroblasts and promoted angiogenesis by increasing the methylation level of H3K4me2/3 and promoting the expression of activating transcription factor 3 (ATF3) in cardiac fibroblasts, which repressed pathological cardiac fibrosis and prevented cardiac dysfunction. Our study elucidated the critical epigenetic regulatory role of KDM5B in the pathogenesis of aberrant cardiac fibrosis.

## Materials and methods

### Reagents

Recombinant mouse TGF-β protein (7666-MB) was purchased from R&D Systems (Minneapolis, MN). Angiotensin II (AngII) (CSN10313) was purchased from CSNpharm (Chicago, IL). Antibodies against α-smooth muscle actin (α-SMA) (ab5694, for immunoblot analysis), phospho-SMAD3 (SMAD family member 3) (ab52093), and KDM5B (ab181089, for immunofluorescence analysis) were obtained from Abcam (Cambridge, UK). Antibodies against collagen type I (AB765p) were obtained from Millipore (Billerica, MA). Antibodies against α-SMA (5228, for immunofluorescence and immunohistochemistry) were obtained from Sigma‒Aldrich (Darmstadt, Germany). Antibodies against collagen type III (NB600-594) were obtained from Novus Biologicals (Littleton, CO). Antibodies against phospho-SMAD2 (SMAD family member 2) (3108), SMAD2 (5339), SMAD3 (9523), phospho-ERK (extracellular signal-regulated MAP kinase) (9106), ERK (4696), phospho-JNK (c-Jun N-terminal kinase) (4668), JNK (9252), phospho-p38 (4511), p38 (9212), phospho-p65 (3033 S), p65 (8242), Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (5174) and ATF3 (18665) were obtained from Cell Signaling Technology (Danvers, MA). Antibodies against KDM5B (A301-813A, for immunoblot analysis) were obtained from Bethyl Laboratories (Montgomery, TX).

### Mice

Wild-type C57BL/6 mice were obtained from Sipper BK Laboratory Animals (Shanghai, China). KDM5B-knockout (KO) mice were generated by using the CRISPR/Cas9 system. The 428 bases containing the JmjC domain, which is responsible for its demethylase activity, were deleted from the *Kdm5b* gene, resulting in a frameshift in the *Kdm5b* gene and the loss of function of KDM5B. All mice were maintained under specific pathogen-free level barrier conditions in the Experimental Animal Center of Tongji University, and all experiments were performed in accordance with procedures approved by the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Animal models

For AngII-induced pressure overload, an osmotic minipump (Alzet Model 2004; Alza Corp) containing a 28-day infusion of saline or AngII (1000 ng/kg/min) was implanted subcutaneously in the mice. For the MI model, left anterior descending coronary artery permanent ligation was performed as previously described^18^. Briefly, after anesthetization by inhalation of isoflurane (2.5 L/min isoflurane at 1.5 L/min of O_2_), 8–10-week-old male mice were ventilated with a small animal ventilator at a tidal volume of 0.45 ml for assisted breathing. The chest cavity was opened through a left thoracotomy to expose the heart, and the left anterior descending branch was permanently ligated with an 8–0 silk ligature. The chest and skin were closed using 5–0 and 4–0 ligatures, respectively. After removing the tracheal tube, the mice were positioned on a warming pad at 37 °C until full consciousness was restored. At the end of the experimental schedule following AngII infusion or the MI surgery, all mice were euthanized by cervical dislocation after anesthetization with an intraperitoneal overdose of sodium pentobarbital (70 mg/kg body weight), followed by dissection of heart tissue and relevant experimental investigations. Two-dimensional echocardiography (Vevo 2100; VisualSonics) with an M-mode and 30-MHz frequency probe was used to measure the cardiac function of the anesthetized mice at prescheduled time points in a blinded manner.

### Cell culture and RNA interference

Primary cardiac fibroblasts were isolated from the left ventricular myocardium of mice. Briefly, the dissected hearts from 2-week-old mice were minced into small pieces of approximately 1 mm^3^ size with scissors and then incubated with a prewarmed digestion buffer containing 0.125% trypsin at 37 °C for 10 min. The supernatants were collected after repeated mixing with a pipette, and the remaining tissues were processed 4–5 times until digestion was complete. Cardiac fibroblast fractions were collected by centrifugation and resuspended in DMEM with 10% fetal bovine serum (Gibco, MA). The resuspended cells were plated on treated tissue culture dishes (Corning, NY) in a humidified incubator. Two predesigned *Kdm5b*-specific siRNAs or control siRNA targeting different sequences from different companies (Dharmacon, CO; Santa Cruz Biotechnology, TX) were used for *Kdm5b* silencing. Adherent cardiac fibroblasts were transfected with *Kdm5b* siRNA or control siRNA utilizing Lipofectamine RNAiMAX (Thermo Fisher Scientific, MA) according to the manufacturer’s protocol.

### RNA isolation and quantitative PCR (Q-PCR)

Total RNA was extracted from myocardial tissues or cultured cardiac fibroblasts with TRIzol reagent (Invitrogen, CA) and reverse-transcribed with a First Strand cDNA Synthesis Kit (TOYOBO, Shanghai, China) according to the manufacturer’s protocol. The cDNA of each sample was used to assess changes in the expression of different genes by using QuantStudio 6 (Applied Biosystems, Thermo Fisher Scientific). The data were normalized to *Gapdh* expression.

### Transcriptome microarray analysis

Microarray analysis was performed with Agilent Whole Mouse Genome 4 × 44 K arrays. Total RNA was extracted from the samples using TAKARA RNAiso (TAKARA, Dalian, China) according to the manufacturer’s standard operating procedures. The total RNA was quality checked by Agilent Bioanalyzer 2100 (Agilent Technologies, CA) electrophoresis and purified using an RNeasy mini kit (QIAGEN, Dusseldorf, Germany) and RNase-Free DNase Set (QIAGEN). Labeling, hybridization and washing were performed according to the Agilent guidelines. The completed hybridized microarrays were scanned using an Agilent Microarray Scanner (Agilent Technologies, CA). Microarray signals and background information were retrieved using Feature Extraction Software 10.7 (Agilent Technologies) and normalized using GeneSpring Software 12.6.1 (Agilent Technologies). The cutoffs for differential expression were set as an absolute fold-change >2 and a corrected *p* value <0.05. Transcriptome microarray data are available at the Gene Expression Omnibus under the accession number GSE197223.

### RNA sequencing (RNA-seq)

Cardiac fibroblasts were isolated from the left ventricular myocardium of KDM5B-knockout or littermate WT mice on Day 7 after MI. RNA samples were isolated from cardiac fibroblasts for library construction and sequenced with an Illumina NovaSeq 6000 to generate 150 bp paired-end reads. The reads were mapped to the reference mouse genome (mm10) using HISAT2 with default parameters. The fragment per kilobase of transcript per million mapped reads (FPKM) values were used to evaluate differential gene expression. The clustering of differentially expressed genes, Gene Ontology (GO) functional enrichment analysis and other data analyses were performed using custom programs. The RNA sequencing data are available at the Gene Expression Omnibus under the accession number GSE213746.

### Tube formation analysis

Forty-eight-well plates were coated with Growth Factor Reduced Corning Matrigel Matrix (Corning Life Sciences, MA) and polymerized for 30 min at 37 °C according to the manufacturer’s protocol. Equal amounts of cultured cardiac fibroblasts isolated from KDM5B-KO and littermate WT mice were trypsinized and seeded into the coated plates. After 4–6 h of incubation, tube formation mediated by cardiac fibroblasts was photographed.

### Immunoblot analysis

Total proteins were extracted from myocardial tissues or cultured cardiac fibroblasts with cell lysis buffer (Cell Signaling Technology) containing a protease inhibitor cocktail (Merck, Darmstadt, Germany) and phenylmethylsulfonyl fluoride. The concentrations of the extracted proteins were measured with the Pierce BCA protein assay kit (Thermo Fisher Scientific). Equal amounts of proteins were used to perform immunoblot analysis.

### Histological analysis

Isolated hearts were prepared for histological analysis using the paraffin sectioning method as previously described^19^. Briefly, the harvested hearts were fixed in 4% paraformaldehyde and then dehydrated, embedded in paraffin, and cut into a series of 5-μm-thick sections. Masson’s trichrome staining was performed to evaluate the fibrotic scar area by using a trichrome staining kit according to the manufacturer’s instructions. Immunofluorescent and immunohistochemical staining was performed as previously described^10^. Digital images were captured using a Leica microscope system (Wetzlar, Germany).

### Chromatin immunoprecipitation (ChIP)

Cardiac fibroblasts were cross-linked using 1% (vol/vol) formaldehyde, and the reaction was terminated with 0.125 M glycine. Then, protein‒DNA complexes in the harvested crosslinked cells were sonicated in ice water to form random fragments between 200 bp and 500 bp in size. The supernatant extracts were collected by centrifugation and then subjected to ChIP analysis according to the protocol of the Chromatin Immunoprecipitation Kit (Millipore). Target gene promoter sequences in input DNA and the recovered DNA immunocomplexes were detected by Q-PCR. The data were normalized to the corresponding DNA input control. The primers used to detect the mouse *Atf3* gene promoter were as follows: 5’-TGACAGGGGCCATTTGAG AAATC-3’ (forward) and 5’-CCTCTGAGCAACTCCACAGAGCA-3’ (reverse).

### Statistical analysis

The statistical significance of differences between two groups was determined by unpaired Student’s t test. For comparisons of more than two groups, one- or two-way analysis of variance (ANOVA) with the least significant difference t test was performed. The data were analyzed with Prism 7 (GraphPad), and *p* values < 0.05 were considered to be statistically significant.

## Results

### KDM5B expression is upregulated in cardiac fibroblasts after myocardial injury

To screen histone methylation modification enzymes that modulate the progression of cardiac fibrosis after myocardial injury, we first measured changes in their expression in myocardial tissues after MI or pressure overload. Among these histone methylation modification enzymes, the increase in *Kdm5b* mRNA expression was the most significant in the ischemic myocardium of mice after MI (Fig. 1a). KDM5B expression in the myocardium was upregulated in a time-dependent manner, peaking on Day 7 after MI (Fig. 1b, c). We further observed changes in KDM5B expression in response to pressure overload and found that *Kdm5b* expression was markedly elevated in the myocardium after AngII infusion-induced pressure overload (Fig. 1d). We then determined the cellular type that contributed to the increase in KDM5B expression in the myocardium after pathological stress. Immunofluorescence analysis showed that the increase in KDM5B expression was predominantly distributed in α-SMA-positive cardiac fibroblasts but not cardiomyocytes in myocardial tissues subjected to MI or AngII infusion (Fig. 1e, f and Supplementary Fig. 1a–d). Furthermore, TGF-β treatment increased the mRNA and protein expression levels of KDM5B in primary cardiac fibroblasts isolated from the mouse myocardium (Supplementary Fig. 1e, f). These results suggest that the histone demethylase KDM5B, which is increased in cardiac fibroblasts, is involved in pathological processes in response to different types of myocardial injury.

**Fig. 1:**
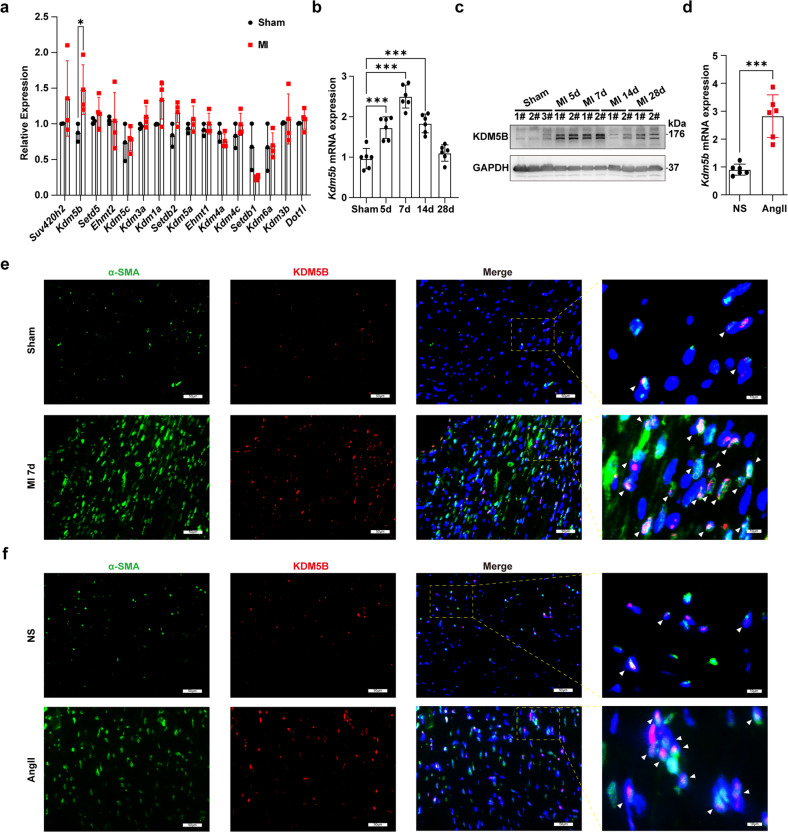
KDM5B expression is increased in cardiac fibroblasts after myocardial injury. **a** Q-PCR analysis of the mRNA expression levels of methylation modification enzymes in myocardial tissues from WT mice on Day 7 after MI or sham operation (*n* = 3 for sham group, *n* = 4 for MI group). **b**, **c** Q-PCR analysis of *Kdm5b* mRNA (*n* = 6 mice per group) or immunoblot analysis of KDM5B protein expression in myocardial tissues from WT mice on the indicated day after MI or sham operation. # indicates the serial numbers of the mice. **d** Q-PCR analysis of *Kdm5b* mRNA expression in myocardial tissues from WT mice on Day 28 following AngII or normal saline (NS) infusion (*n* = 6 mice per group). **e** Representative immunofluorescence staining of KDM5B (red) or α-SMA (green) in myocardial tissues from WT mice on Day 7 after MI or sham operation. Scale bar, 50 μm (magnified: 10 μm). **f** Representative immunofluorescence staining of KDM5B (red) or α-SMA (green) in myocardial tissues from WT mice on Day 28 after AngII or NS infusion. Scale bar, 50 μm (magnified: 10 μm). *p < 0.05, ***p < 0.001. Unpaired Student’s *t* test (**a**, **d**) or one-way ANOVA (**b**) was performed.

### KDM5B deficiency ameliorates cardiac fibrosis and adverse cardiac remodeling after MI

KDM5B-deficient mice on a C57BL/6 background were generated with the CRISPR/Cas9 system, which mediated a 428 bp deletion in the Jmjc domain that is responsible for its demethylase activity and the accompanying frameshift mutation in the *Kdm5b* gene (Supplementary Fig. 2a). There was almost no mRNA or protein expression of KDM5B in cardiac fibroblasts from KDM5B-KO mice (Supplementary Fig. 2b, c). In addition, immunofluorescent staining showed no expression of KDM5B in the nuclei of KDM5B-deficient cardiac fibroblasts (Supplementary Fig. 2d). Echocardiography analysis indicated no difference in cardiac function between KDM5B-KO and control littermate WT mice under physiological conditions (Supplementary Fig. 2e, f). Masson’s trichrome staining suggested that KDM5B-deficient mice did not show any adverse cardiac remodeling compared with WT mice under physiological conditions (Supplementary Fig. 2g). We next explored the role of KDM5B in cardiac function and remodeling after MI. KDM5B-KO mice showed increased percentages of left ventricular ejection fraction (LVEF) and left ventricular fractional shortening (LVFS) compared with control littermate WT mice on Days 14–28 after MI (Fig. 2a). Reduced left ventricular dimensions and left ventricular volumes were also observed in KDM5B-KO mice after MI (Fig. 2a and Supplementary Fig. 3a), indicating that KDM5B deficiency improved contractile function and reduced left ventricular dilation of the heart after MI. KDM5B deficiency decreased the heart weight-to-body weight (HW/BW) and heart weight-to-tibia length (HW/TL) ratios (Supplementary Fig. 3b, c). Masson’s trichrome and Sirius red staining revealed markedly decreased scar and fibrosis areas in the myocardium of KDM5B-KO mice compared with WT mice after MI (Fig. 2b–e). The mRNA expression levels of fibrosis-related genes, including collagen type I alpha 1 chain (*Col1a1*), collagen type III alpha 1 chain (*Col3a1*), fibronectin 1 (*Fn1*), cellular communication network factor 2 (*Ccn2*), *Tgfb*, and actin alpha 2 smooth muscle (*Acta2*), in the myocardium were dramatically suppressed by KDM5B deficiency (Fig. 2f and Supplementary Fig. 3d). Immunofluorescence and immunohistochemical staining indicated a limited number of α-SMA-positive myofibroblasts in the myocardium and reduced expression of collagen III in the myofibroblasts of KDM5B-KO mice (Fig. 2g and Supplementary Fig. 3e, f). These data indicate that KDM5B exacerbates cardiac fibrosis mediated by overactivated myofibroblasts, leading to worse cardiac dysfunction and adverse cardiac remodeling after MI.

**Fig. 2:**
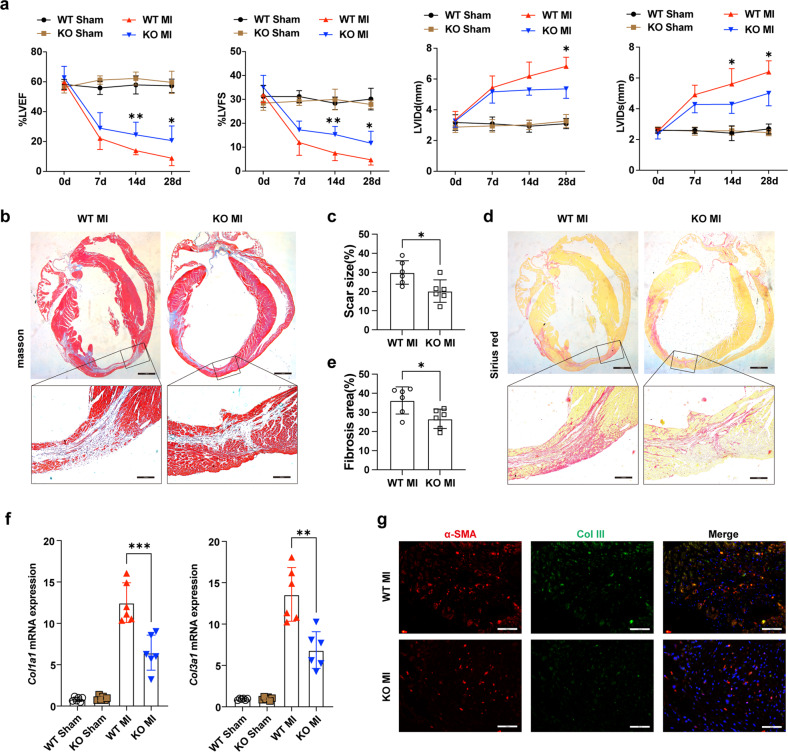
KDM5B deficiency protects the heart from dysfunction and adverse cardiac remodeling after MI. **a** Echocardiographic measurement of the LVEF, LVFS, left ventricular end-diastolic internal dimension (LVIDd), and left ventricular end-systolic internal dimension (LVIDs) of KDM5B-KO or WT mice at baseline (Day 0) and on the indicated day after MI or sham operation (*n* = 6 mice per group). **b**–**e** Representative Masson’s trichrome staining images and quantitation of the scar size (**b**, **c**) or Sirius red staining images and quantitation of the fibrosis area (**d**, **e**) in myocardial tissues from KDM5B-KO or WT mice on Day 28 after MI. *n* = 6 mice per group. Scale bar, 1.6 mm (upper), 200 μm (bottom). **f** Q-PCR analysis of *Col1a1* and *Col3a1* mRNA levels in myocardial tissues from KDM5B-KO or WT mice on Day 14 after MI or sham operation (*n* = 6 mice per group). **g** Representative immunofluorescence staining of α-SMA (red) and Col III (green) in myocardial tissues from KDM5B-KO or WT mice on Day 14 after MI (*n* = 6 mice per group). Scale bar, 50 μm. *p < 0.05, **p < 0.01, ***p < 0.001. Unpaired Student’s *t* test (**c**, **e**) or ANOVA (**a**, **f**) was performed.

### KDM5B deficiency attenuates cardiac dysfunction and fibrosis following pressure overload

We further investigated the role of KDM5B in cardiac function and fibrosis after pressure overload. KDM5B deficiency significantly improved cardiac function after AngII infusion-induced pressure overload (Fig. 3a–c). KDM5B-deficient mice showed decreased heart weight to body weight and tibia length ratios (Fig. 3d, e). Masson’s trichrome staining showed that myocardial perivascular and interstitial fibrosis was dramatically attenuated in KDM5B-deficient mice compared to WT mice subjected to AngII infusion (Fig. 3f–i). The mRNA levels of fibrosis-related genes, including *Acta2*, *Col1a1*, *Col3a1*, and connective tissue growth factor (*Ctgf*), were markedly decreased in the myocardial tissues of KDM5B-deficient mice following AngII infusion (Fig. 3j). KDM5B deficiency inhibited the protein expression of collagen I and collagen III in myocardial tissues after AngII infusion (Fig. 3k). Immunofluorescence staining showed decreased collagen III production in the limited α-SMA-positive myofibroblasts in the myocardium of KDM5B-deficient mice after AngII infusion (Fig. 3l and Supplementary Fig. 3g). These results demonstrate that KDM5B deficiency protects against cardiac dysfunction, cardiac fibrosis and pathological remodeling triggered by pressure overload.

**Fig. 3:**
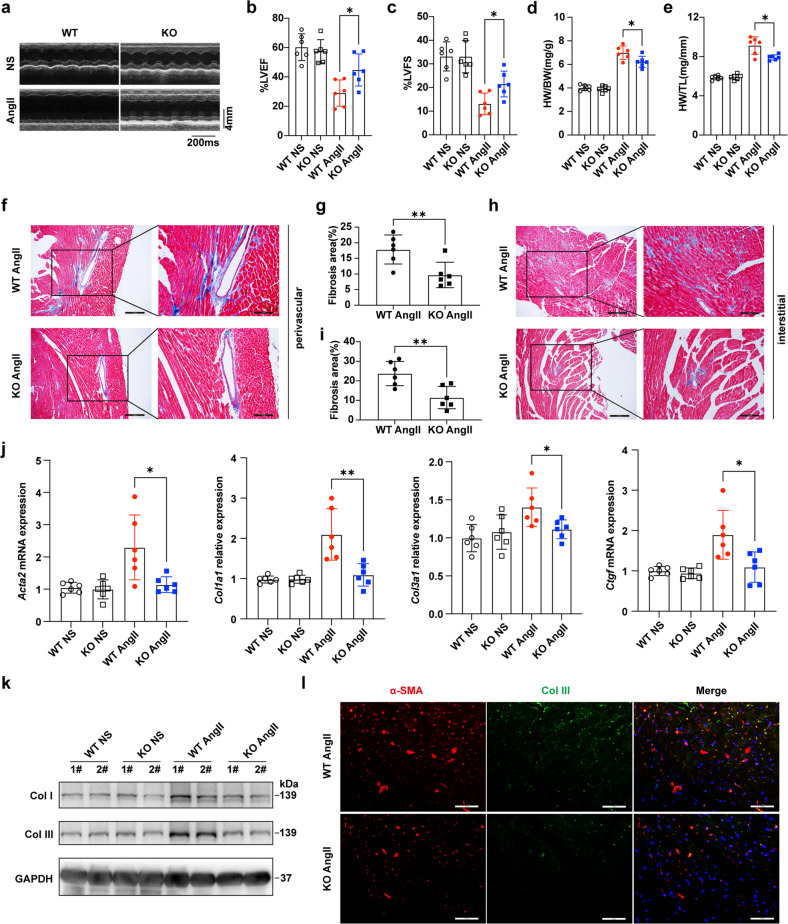
KDM5B deficiency prevents pressure overload-induced cardiac dysfunction and cardiac fibrosis. **a** Representative echocardiographic M-mode images of left ventricles from KDM5B-KO or littermate control WT mice on Day 28 after AngII or normal saline (NS) infusion. **b**, **c** Echocardiographic measurement of the LVEF (**b**) and LVFS (**c**) of KDM5B-KO or WT mice on Day 28 after AngII or NS infusion (*n* = 6 mice per group). **d**, **e** The ratio of heart weight to body weight (HW/BW) (**d**) and the ratio of heart weight to tibia length (HW/TL) (**e**) of KDM5B-KO or WT mice on Day 28 after AngII or NS infusion (*n* = 6 mice per group). **f**–**i** Representative Masson’s trichrome images and quantitation of perivascular (**f**, **g**) or interstitial (**h**, **i**) fibrosis in myocardial tissues from KDM5B-KO or WT mice on Day 28 after AngII or NS infusion (*n* = 6 mice per group). Scale bar, 200 μm (left), 100 μm (right). **j** Q-PCR analysis of *Acta2*, *Col1a1*, *Col3a1* and *Ctgf* mRNA expression levels in myocardial tissues from KDM5B-KO or WT mice on Day 28 after AngII or NS infusion (*n* = 6 mice per group). **k** Immunoblot analysis of Col I and Col III protein expression in myocardial tissues from KDM5B-KO or WT mice on Day 28 after AngII or NS infusion. **l** Representative immunofluorescence staining of α-SMA (red) and Col III (green) in myocardial tissues from KDM5B-KO or WT mice on Day 28 after AngII infusion. Scale bar, 50 μm. *p < 0.05, **p < 0.01. Unpaired Student’s *t* test (**g**, **i**) or one-way ANOVA (**b**–**e**, **j**) was performed.

### The loss of KDM5B suppresses fibrotic responses and the transition of cardiac fibroblasts

We then investigated the effect of KDM5B on fibrotic responses in fibroblasts. RNA-seq analysis was performed to identify the transcriptome profiling features of primary cardiac fibroblasts isolated from the myocardial tissues of KDM5B-KO and WT mice after MI. 

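The RNA-seq experiment compared cardiac fibroblasts isolated from the left ventricular myocardium of KDM5B-KO mice and littermate WT mice on Day 7 after MI, and its data are 3 libraries labelled KO and 3 labelled WT. For the MI operation the paper describes male mice of 8 to 10 weeks, and the knockout deletes 428 bases that contain the JmjC domain from the *Kdm5b* gene. The authors mapped the paired-end reads to mm10 with HISAT2 and deposited, for each gene and library, the number of fragments or reads counted on the gene, without normalization, and the FPKM value. Between 12025403 and 15329427 per library were counted on genes, with a median of 13265091 in the libraries labelled KO and 14432380 in those labelled WT. From these counts, edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was applied to the 14084 of 34745 listed genes that passed its expression filter, and changes are given as the libraries labelled KO against the libraries labelled WT. Replicates of the same label differed with a biological coefficient of variation of 10.9%, and the first principal component, with 73.2% of the variance, separated the 2 labels. *Kdm5b* (ENSMUSG00000042207, chromosome 1 from 134560171 to 134635285 in mm10) was read first, because it checks the labels. Its TMM-normalized CPM were 98.1, 107 and 105 in the libraries labelled KO and 108, 129 and 123 in the libraries labelled WT. The log2 fold change was -0.22 (standard error 0.07, adjusted p = 0.0574 from edgeR), and an exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Among the alternatives set beforehand, leaving out WT replicate 1 moved this value most, to -0.29 with an adjusted p of 0.0188, where the adjusted p over all of them ran from 0.0188 to 0.175. With the libraries scaled on cardiomyocyte and macrophage marker genes, chosen after seeing the data, the value was 0.20, which follows from a scaling that moves the median of all genes up by 0.42 and is no separate test of *Kdm5b*. If all are counted bases, the deleted bases are 2.20% of the gene length used for the FPKM values. Reads on the rest of the transcript are still counted where it is transcribed. The paper also states a frameshift in the gene, whose effect on the amount of transcript this share leaves out. Because *Kdm5b* did not separate the labels past the threshold, the groups are named by their labels.

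**Figure D1:**
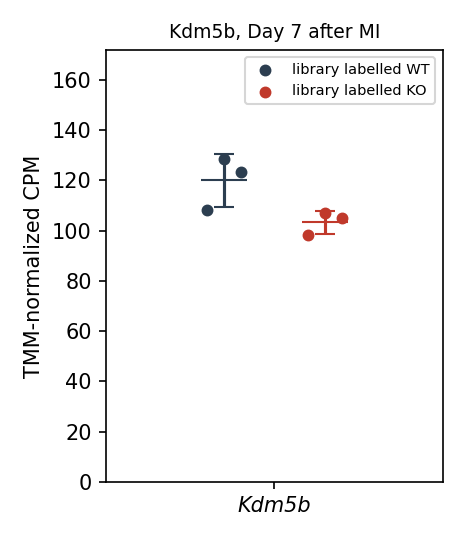
TMM-normalized CPM of *Kdm5b* in each library (points), with the mean and SD of 3 libraries per label. The libraries labelled KO sit between 98.1 and 107 and those labelled WT between 108 and 129.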

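The counts of collagen genes were read as a list of every gene whose symbol is Col, a number, a and a number, and 35 of its 44 genes could be tested. Their median log2 fold change was -0.37 in the libraries labelled KO against those labelled WT, with 23 genes lower and 3 higher at an adjusted p under 0.05 over all genes tested, and 24 lower and 3 higher when adjusted over the list alone. As a set the list was lower by limma's camera, two-sided with a preset correlation of 0.01 (adjusted p = 1.8e-06 over 5 lists). A list of collagen processing genes, which holds enzymes and other proteins that assemble collagen fibrils, had 36 of 37 genes tested, a median of -0.36, 23 lower and 1 higher over all genes tested, 24 lower and 1 higher when adjusted over the list alone, and an adjusted p = 8.7e-08 from camera. Both calls held under fry (adjusted p = 0.00202 and 0.00246) and neither held with the correlation between genes estimated from the data (p = 0.108 and 0.117). Under the scalings set beforehand the medians stayed below 0, but with the libraries scaled so that cardiomyocyte and macrophage marker genes have a median ratio of 1, a scaling chosen after seeing the data, they were 0.05 and 0.06, because this scaling moves the median of all genes up by 0.42, and relative to other genes camera still called both sets lower (a p of 1.6e-06 and 1.0e-05). The fall also did not stand apart from that of other cell types, since the medians were -0.42 for fibroblast, -0.36 for cardiomyocyte and -0.43 for macrophage marker genes.

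*Col1a1* fell from 16980 ± 1087 CPM (SD, n = 3) to 12481 ± 1102 CPM, a log2 fold change of -0.44 (standard error 0.07, adjusted p = 0.00284 from edgeR). The log2 fold changes of *Col3a1*, *Fn1*, *Ccn2* (listed as *Ctgf*) and *Acta2* were -0.42, -0.35, -0.48 and -0.37, each past the threshold, while *Tgfb1* rose (log2 fold change 0.55, adjusted p = 2.0e-04 from edgeR). Of the 25 genes in the heat map of Supplementary Fig. 4b, all were lower and 22 passed the threshold, while with marker scaling 15 were higher and 1 passed. Of the 24 genes of Supplementary Fig. 4d that could be tested, all were lower and 19 passed, while with marker scaling 2 were higher and 1 passed. These changes of direction follow from the upward move of all genes in that scaling and are no separate test of the heat map genes. The study chose these heat map genes on the same libraries, so the counts adjusted over the list alone, 22 and 22, are not independent evidence. None of the 25 and 1 of the 24 fell by more than 2-fold, and that gene was *Foxf1* (log2 fold change -1.22), which the heat map also names. The calls of *Adamtsl1*, *Dpt* and *Col27a1* were the least stable, with adjusted p over the alternatives from 0.0283 to 0.132, from 0.0215 to 0.143 and from 0.00753 to 0.103, and without KO replicate 3 the log2 fold change of *Dpt* was -0.22 in place of -0.34. *Scx* lies over the more highly counted *Bop1* on the other strand, and the strand setting of the counting is not stated.

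**Figure D2:**
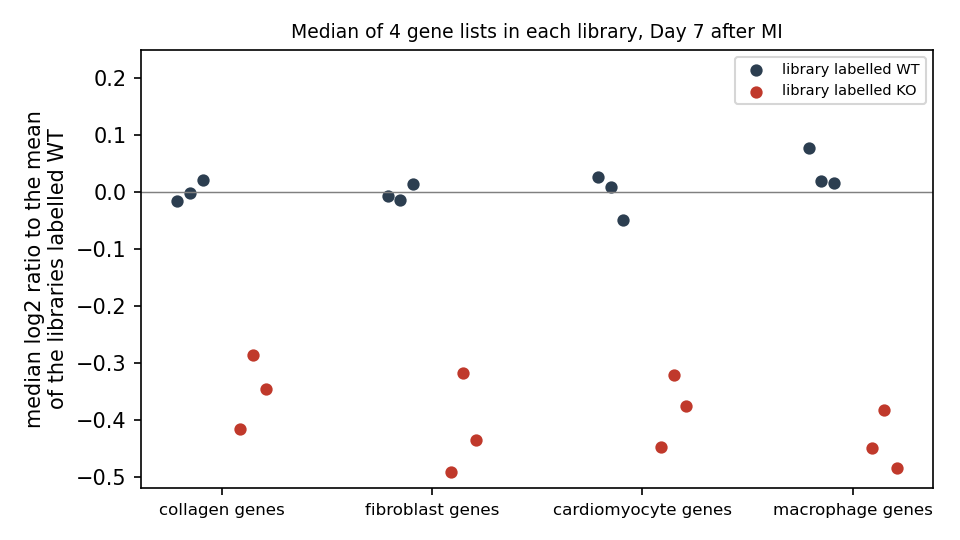
Median log2 ratio of each list's genes in each library (points) to the mean of the libraries labelled WT. In all 4 lists every library labelled KO sits below 0 with TMM normalization; with marker scaling, chosen after seeing the data, the median of the collagen genes is 0.05.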

Gene set enrichment analysis (GSEA) suggested that KDM5B-KO mice showed decreased expression of genes related to collagen fibril organization and extracellular matrix organization, which are two predominant hallmark features of adverse cardiac remodeling and cardiac fibrosis (Supplementary Fig. 4a–d). Primary cardiac fibroblasts isolated from the myocardial tissues of KDM5B-KO and WT mice were treated with the profibrotic factor TGF-β in vitro. The mRNA expression levels of fibrosis-related genes, including *Col1a1*, *Col3a1*, *Fn1*, and *Ccn2*, were markedly decreased in KDM5B-deficient cardiac fibroblasts in response to TGF-β (Fig. 4a). Consistently, suppressed protein expression levels of collagen I and collagen III were observed in KDM5B-deficient cardiac fibroblasts after TGF-β stimulation (Fig. 4b). Similar decreases in the expression levels of these fibrosis-related molecules were observed in cardiac fibroblasts with *Kdm5b* knockdown mediated by two types of specific siRNAs in response to TGF-β (Fig. 4c, d and Supplementary Fig. 5a–c). GSK467 was identified as a potent and selective inhibitor of KDM5B^20^. After treatment with GSK467, the mRNA levels of *Col1a1*, *Col3a1*, *Fn1*, and *Ccn2* and the protein levels of collagen I and collagen III induced by TGF-β in cardiac fibroblasts were significantly inhibited (Fig. 4e, f). The transformation of fibroblasts to myofibroblasts with a profibrotic phenotype is characterized by increased expression of α-SMA and morphological changes in the formation of numerous actin microfilament bundles^21^. Immunofluorescent staining showed markedly restrained production of α-SMA and preserved fibroblast morphology in KDM5B-deficient cardiac fibroblasts and wild-type fibroblasts with *Kdm5b* knockdown or GSK467 treatment following TGF-β stimulation (Fig. 4g–i and Supplementary Fig. 5d). These results indicate that KDM5B facilitates the formation of myofibroblast phenotypes and fibrosis progression mediated by cardiac fibroblasts.

**Fig. 4:**
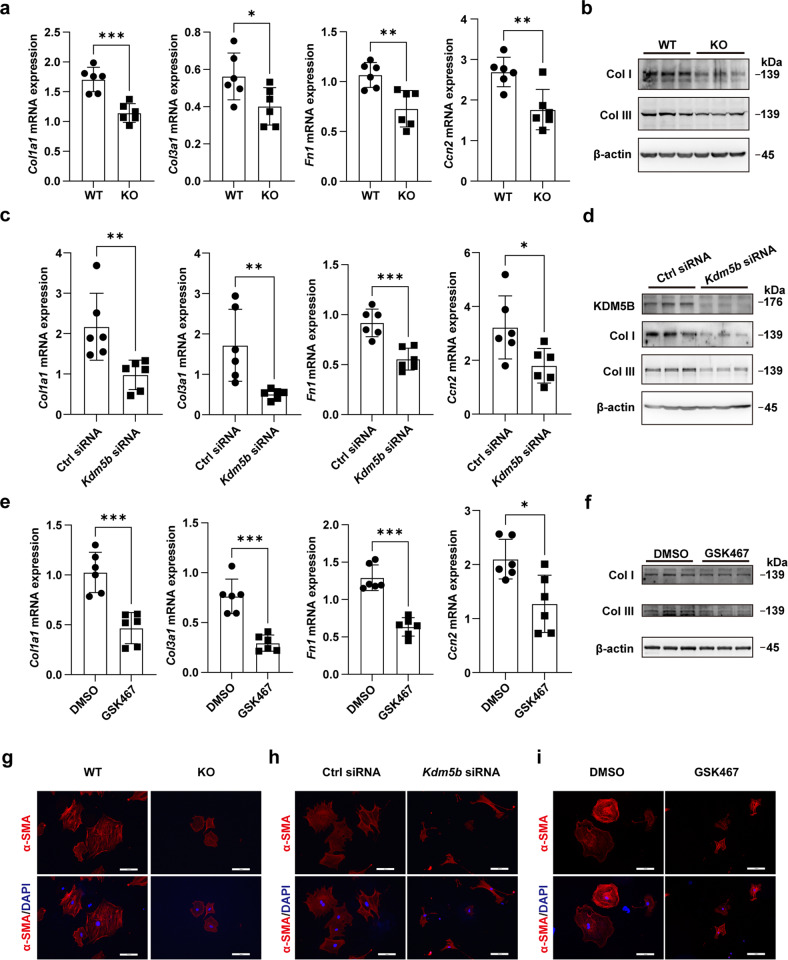
KDM5B promotes fibrotic responses and the transition of cardiac fibroblasts. **a**, **b** Q-PCR analysis of *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* mRNA expression (**a**) (*n* = 6 per group) or immunoblot analysis of Col I and Col III protein expression (**b**) in KDM5B-deficient (KO) or littermate control WT cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. **c**, **d** Q-PCR analysis of *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* mRNA expression (**c**) (*n* = 6 per group) or immunoblot analysis of Col I and Col III protein expression (**d**) in *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. **e**, **f** Q-PCR analysis of *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* mRNA expression (**e**) (*n* = 6 per group) or immunoblot analysis of Col I and Col III protein expression (**f**) in cardiac fibroblasts treated with the KDM5B inhibitor GSK467 or DMSO followed by stimulation with TGF-β (10 ng/ml) for 24 h. **g**–**i** Representative immunofluorescence staining of α-SMA (red) in cardiac fibroblasts with KDM5B-deficiency (**g**), KDM5B knockdown (**h**) or GSK467 treatment (**i**) and the corresponding control cardiac fibroblasts (**g**–**i**) stimulated with TGF-β (10 ng/ml) for 24 h. Similar results were obtained from three independent experiments (**g**–**i**). Scale bar, 50 μm. *p < 0.05, **p < 0.01, ***p < 0.001. Unpaired Student’s t test (**a**, **c**, **e**) was performed.

### KDM5B enhances SMAD-dependent or SMAD-independent TGF-β signaling activation

Activation of the SMAD-dependent or SMAD-independent TGF-β signaling pathway is an essential determinant of fibrosis. Suppression of SMAD2 and SMAD3 phosphorylation indicated a decrease in the activation of SMAD-dependent TGF-β signaling in the myocardial tissues of KDM5B-KO mice after MI (Fig. 5a). The activation of SMAD-independent TGF-β signaling, including the phosphorylation of ERK, JNK, p38 and p65, was impaired in the myocardial tissues of KDM5B-KO mice after MI (Fig. 5b). Consistently, suppressed activation of SMAD-dependent or SMAD-independent TGF-β signaling, as indicated by decreased phosphorylation of SMAD2, SMAD3, ERK, JNK, p38 and p65, was observed in the myocardial tissues of KDM5B-KO mice following AngII infusion (Fig. 5c, d). Furthermore, KDM5B deficiency or knockdown markedly suppressed the activation of SMAD2, SMAD3, ERK, JNK, p38 and p65 induced by TGF-β in primary cardiac fibroblasts (Fig. 5e–f and Supplementary Fig. 6a, b). These data indicate that KDM5B facilitates fibrotic responses and the transition of cardiac fibroblasts by enhancing SMAD-dependent or SMAD-independent TGF-β signaling activation under pathological conditions.

**Fig. 5:**
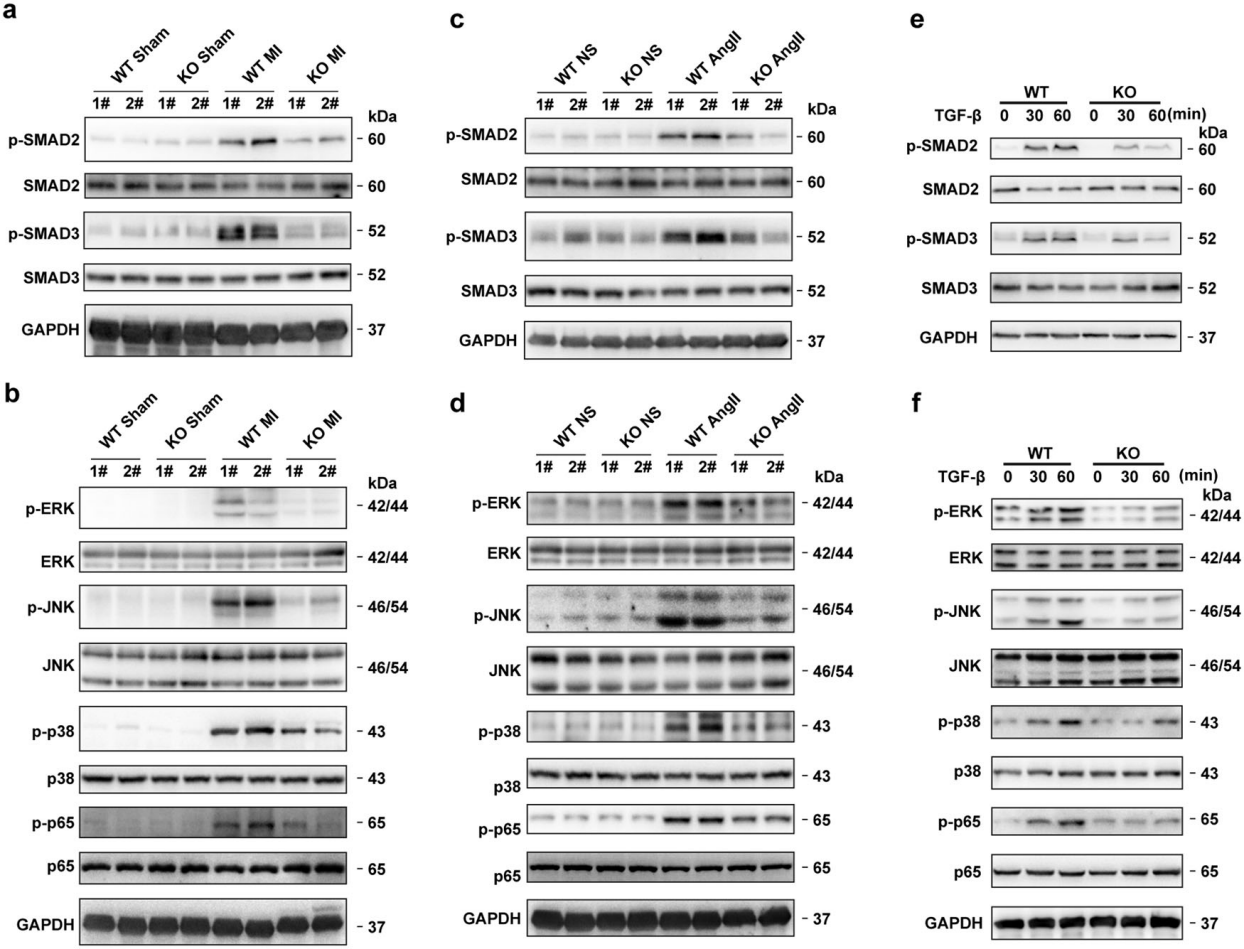
KDM5B facilitates SMAD-dependent or SMAD-independent TGF-β signaling activation. **a** Immunoblot analysis of phosphorylated (p-) or total levels of SMAD2 and SMAD3 proteins in the lysates of myocardial tissues from KDM5B-KO or littermate control WT mice after MI or sham operation. **b** Immunoblot analysis of phosphorylated or total levels of ERK, JNK, p38 and p65 proteins in the lysates of myocardial tissues from KDM5B-KO or WT mice after MI or sham operation. **c** Immunoblot analysis of phosphorylated or total levels of SMAD2 and SMAD3 proteins in the lysates of myocardial tissues from KDM5B-KO or WT mice after AngII or normal saline (NS) infusion. **d** Immunoblot analysis of phosphorylated or total levels of ERK, JNK, p38 and p65 proteins in the lysates of myocardial tissues from KDM5B-KO or WT mice after AngII or normal saline (NS) infusion. **e** Immunoblot analysis of phosphorylated or total levels of SMAD2 and SMAD3 proteins in the lysates of cardiac fibroblasts from KDM5B-KO or WT mice treated with TGF-β (10 ng/ml) for the indicated times. **f** Immunoblot analysis of phosphorylated or total levels of ERK, JNK, p38 and p65 proteins in the lysates of cardiac fibroblasts from KDM5B-KO or WT mice treated with TGF-β (10 ng/ml) for the indicated times. Similar results were obtained from three independent experiments.

### The loss of KDM5B promotes angiogenesis through the transition of fibroblasts to endothelial-like cells

Previous studies have demonstrated that angiogenesis ameliorates cardiac dysfunction and adverse cardiac remodeling after MI and AngII-induced pressure overload^22,23^. Microarray analysis of RNA from the myocardial tissues of KDM5B-KO mice and control littermate WT mice after MI indicated the enriched differentially expressed genes linked to angiogenesis (Supplementary Fig. 7a). Furthermore, the increased expression of positively regulated angiogenesis-associated genes and decreased expression of negatively regulated angiogenesis-associated genes were observed in the myocardial tissues of KDM5B-KO mice after MI (Supplementary Fig. 7b). KDM5B deficiency enhanced the expression levels of endothelial marker genes, including vascular endothelial growth factor A (*Vegfa*), *Cd31*, vascular endothelial growth factor receptor 2 (*Vegfr2*), nitric oxide synthase 3 (*Nos3*) and von Willebrand factor (*Vwf*), in myocardial tissues after MI (Fig. 6a). Angiogenesis mediated by the fibroblast-to-endothelial cell transition has been reported to facilitate cardiac repair after myocardial injury^9^. Consistent with the microarray analysis, further RNA-seq analysis of fibroblasts isolated from the myocardial tissues of KDM5B-KO and WT mice showed the enrichment of differentially expressed genes related to angiogenesis after MI (Fig. 6b). 

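Of the 14084 genes tested, 4248 were differentially expressed genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test), with 2488 higher and 1760 lower in the libraries labelled KO. The median log2 fold change was 0.65 among the higher genes and -0.38 among the lower ones. In 6623 genes, or 47.0%, the 3 libraries labelled KO did not overlap with the 3 labelled WT, where chance gives 10%. The alternative set beforehand that moved the count most was a fold change above 2 in addition, which left 844 genes higher and 38 lower. Under marker scaling, which was chosen after seeing the data, 8832 genes were higher and 39 lower.

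Genes of sprouting angiogenesis, a list fixed beforehand, were higher as a set (adjusted p = 1.8e-06 from limma's camera, over 5 lists), and this call held under fry (adjusted p = 8.2e-05) and with an estimated correlation (p = 0.034). Of its 50 genes tested, 30 were higher and 9 lower over all genes tested, 31 and 9 when adjusted over the list alone, with a median log2 fold change of 0.74. The list shares 9 genes with those under positive regulation of angiogenesis in Fig. 6d. The study chose these on the same libraries, so their rise is not independent evidence, and the set was not tested without the 9 shared genes. The mitotic list, chosen because nuclear division is among the terms of Fig. 6b, had all 40 genes raised, 39 of them past the threshold both over all genes and when adjusted over the list alone, and a median of 0.86 (adjusted p = 2.3e-20 from camera and 2.6e-04 from fry, and a p of 0.0418 with an estimated correlation). Fig. 6b was made from the same libraries, so the call of the mitotic list is not independent evidence. The medians of both lists were above 0 under every scaling run, of which marker scaling moves all genes up and is no separate test.

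Among genes with a mean FPKM of at least 1, the 5 largest rises past the threshold by fitted log2 fold change were in genes at or below 3 counts in each library labelled WT, where that order rests on counts near 0 and is not the order of the lower bounds of the fold. *Ly6c1* (chromosome 15 from 75044018 to 75048830) was at least 513-fold higher, with 1711, 1148 and 1585 counts in the libraries labelled KO against 3, 0 and 1. *Gm42835*, which overlaps *Bcar3* on the other strand, *Hoxb7*, *Nlrp4e* and *Tpsab1* were at least 96.1-fold, 47.8-fold, 40.7-fold and 30.2-fold higher. *Ly6c1*, *Nlrp4e* and *Tpsab1* belong to gene families whose close copies could share reads with them. Among the same genes the 5 largest falls were in *Ak4* (log2 fold change -2.19), *Cxcl14* (-1.72), *Ackr1* (-1.72), *Synpo2* (-1.59) and *Nol3* (-1.11). *Ak4* had 39.4, 44.4 and 9.24 CPM in the libraries labelled WT and 5.81, 6.30 and 8.12 CPM in the libraries labelled KO, so WT replicate 3 was close to the libraries labelled KO. *Ackr1* and *Nol3* overlap *Cadm3* and *4931428F04Rik*, so their counts are uncertain.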

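A list of VEGF signaling genes fixed beforehand, which follows the route from the receptor gene *Kdr* through kinases to *Nos3* and *Ptgs2*, had 52 of 55 genes tested. Over all genes tested 10 were higher and 13 lower in the libraries labelled KO, and 10 and 15 when adjusted over the list alone. The log2 fold changes ran from -0.59 to 4.94 with a median of -0.03. Limma's camera gave no call for the set (adjusted p = 0.653 over 5 lists, direction lower), while fry called it higher (adjusted p = 0.00202). GSEA on the signal-to-noise ranking, a permutation test over genes, gave a normalized enrichment score of 1.16 (p = 0.254), and the same ranking without the filter on low counts gave 1.49 (p = 0.0314). The direction of the set therefore changed with the test. *Kdr* (chromosome 5 from 75932827 to 75978458) had 240, 122 and 140 CPM in the libraries labelled KO and 8.68, 9.08 and 8.89 CPM in the libraries labelled WT, a log2 fold change of 4.23 (standard error 0.27, adjusted p = 2.3e-05 from edgeR). *Ptgs2* had a log2 fold change of 1.80 (standard error 0.22, adjusted p = 6.4e-04). *Vegfa* (chromosome 17 from 46016993 to 46032377) had 235 ± 11.9 CPM (SD, n = 3) in the libraries labelled KO and 311 ± 16.7 CPM in those labelled WT, a log2 fold change of -0.41 (standard error 0.06, adjusted p = 0.00132 from edgeR), which lies near the medians of the fibroblast and macrophage marker genes.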

GSEA showed a significantly upregulated gene set enriched in the widely recognized proangiogenic VEGF signaling pathway in cardiac fibroblasts from KDM5B-KO mice compared with WT mice after MI (Fig. 6c). Furthermore, the top differentially expressed genes revealed were the increased expression of positively regulated angiogenesis-related genes and decreased expression of negatively regulated angiogenesis-related genes in cardiac fibroblasts from KDM5B-KO mice after MI (Fig. 6d). In addition, cardiomyocytes and cardiac fibroblasts were isolated from the myocardial tissues of KDM5B-KO and WT mice on Day 7 after MI for gene alteration detection. 

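Of the 15 genes that the heat map of Fig. 6d places under positive regulation of angiogenesis, 14 could be tested. All 14 were higher and past the threshold in the libraries labelled KO, with log2 fold changes from 0.95 to 6.99 and a median of 2.87. With marker scaling the count of 14 higher and past the threshold was the same, but this scaling moves all genes up and is no separate test of a rise. *Dll1* rose most, from 0.420 ± 0.144 CPM (SD, n = 3) to 54.3 ± 12.2 CPM. *Cd34*, *Nos3* and *Psg22* followed with log2 fold changes of 4.81, 4.94 and 6.09, and *Psg22* belongs to a gene family whose copies could share reads. *Ccl5* (log2 fold change 1.04, adjusted p = 0.0423) lost significance in 4 of the 6 fits that each left out a library, with an adjusted p of 0.137 without KO replicate 3, where its adjusted p over all alternatives ran from 0.0055 to 0.137. *Ramp2* lies over *Vps25*, so its count is uncertain. *Cysltr2* was too low to be tested.

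Of the 15 genes under negative regulation, 12 could be tested. All 12 were lower, with a median log2 fold change of -0.50, and 9 passed the threshold over all genes tested, while with marker scaling, which moves all genes up, 5 of the 12 were higher and 0 passed. *Optc*, *Angpt4* and *Sema4a* did not pass (adjusted p = 0.545, 0.138 and 0.0977), and *Agt*, *Adgrb3* and *Ccr2* were too low to be tested. *Cx3cr1* overlaps *Wdr48* on the other strand. When adjusted over the list alone, 14 positive and 10 negative genes passed, but the study chose these genes on the same libraries, so this is not independent evidence.

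Among endothelial marker genes, *Pecam1* (chromosome 11 from 106654217 to 106750628) had 622 ± 103 CPM (SD, n = 3) in the libraries labelled KO and 39.5 ± 3.45 CPM in those labelled WT, a log2 fold change of 3.98 (standard error 0.13, adjusted p = 1.9e-06 from edgeR). The log2 fold change of *Vwf* was 1.50 (standard error 0.11, adjusted p = 5.0e-05). Not every endothelial gene rose: *Vegfa*, which the paper counts among the endothelial marker genes, fell (log2 fold change -0.41), and of the list of endothelial genes fixed beforehand 24 of 30 tested rose past the threshold, while *Ptprb* (0.08), *Eng* (-0.02), *Cldn5* (0.00), *Cyyr1* (-0.04), *Aqp1* (-0.30) and *Sox17* (-0.82), named after their values were seen, did not with TMM normalization, and a scaling that moves all genes up by 0.42 would leave only *Sox17* of these 6 below 0. The paper draws on angiogenesis and endothelial marker genes in myocardial tissue and cardiac fibroblasts, and on staining and tube formation of other samples. It takes these data as evidence that losing KDM5B helps fibroblasts turn into endothelial-like cells.

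**Figure D3:**
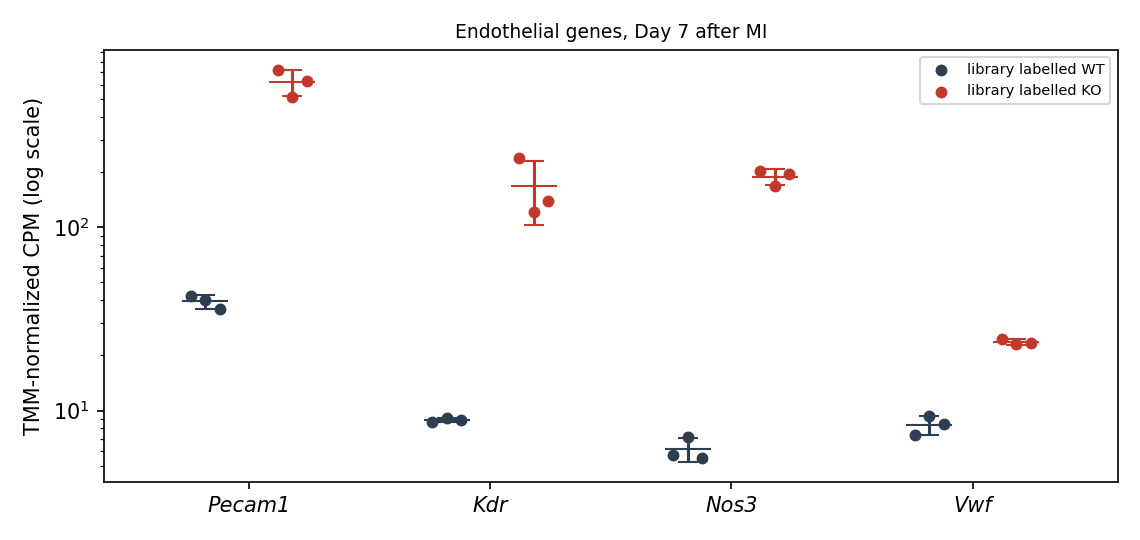
TMM-normalized CPM, on a log scale, of 4 endothelial genes in each library (points), with the mean and SD of 3 libraries per label. For each of these 4 genes the libraries labelled KO sit above those labelled WT with TMM normalization.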

As shown in Supplementary Fig. 7c, KDM5B deficiency did not affect angiogenesis-related gene expression in cardiomyocytes but increased their expression levels in cardiac fibroblasts. Immunofluorescence staining showed increased expression of VEGFR or IB4 colocalized with Vimentin-positive cardiac fibroblasts in the myocardial tissues of KDM5B-KO mice after MI (Fig. 6e, f and Supplementary Fig. 7d, e). KDM5B deficiency increased the expression levels of endothelial marker genes, including *Vegfa*, *Cd31*, *Vegfr2*, *Nos3* and *Vwf*, in primary cardiac fibroblasts isolated from the myocardial tissues of KDM5B-KO mice (Fig. 6g). KDM5B deficiency enhanced tube formation mediated by primary cardiac fibroblasts (Supplementary Fig. 7f). These data indicate that the loss of KDM5B facilitates the transition of fibroblasts to endothelial-like cells and reinforces angiogenesis, attenuating cardiac fibrosis and dysfunction in response to pathological injuries.

**Fig. 6:**
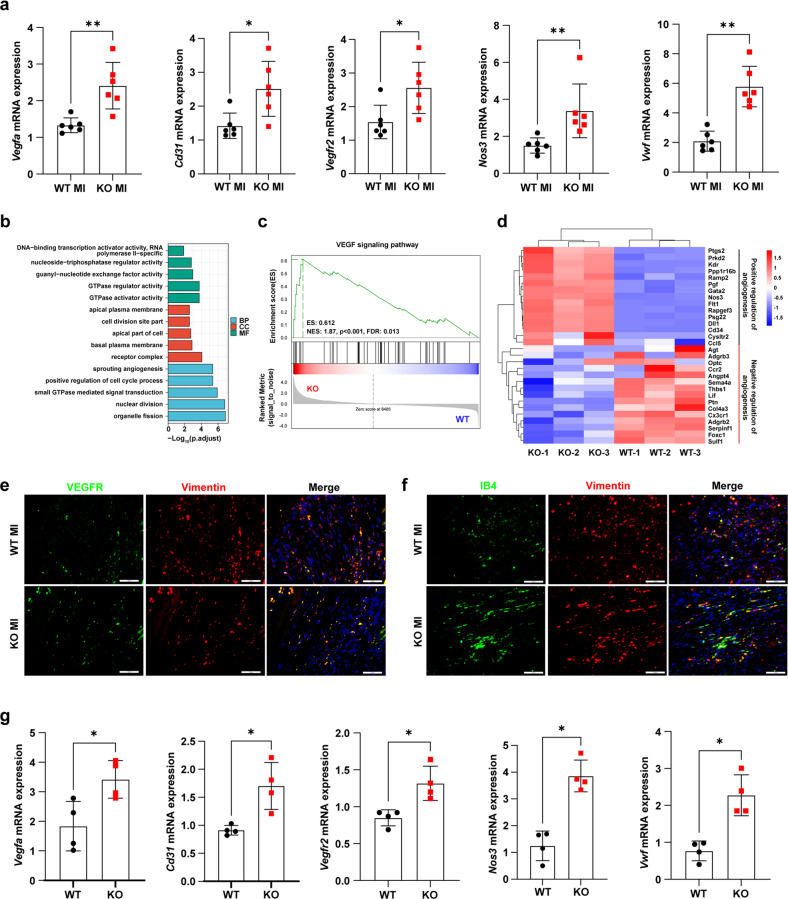
KDM5B deficiency facilitates angiogenesis via the transition of fibroblasts to endothelial-like cells. **a** Q-PCR analysis of *Vegfa*, *Cd31*, *Vegfr2*, *Nos3* and *Vwf* mRNA levels in myocardial tissues from KDM5B-KO or WT mice on Day 7 after MI surgery (*n* = 6 mice per group). **b** Gene Ontology enrichment analysis showing the top 15 differentially expressed genes in primary cardiac fibroblasts isolated from the heart tissues of KDM5B-KO and littermate control WT mice on Day 7 after MI surgery (BP biological process, CC cellular component, MF molecular function). **c** GSEA enrichment plot showing gene sets associated with the VEGF signaling pathway in primary cardiac fibroblasts as in **b**. **d** Heatmap showing differentially expressed genes relative to the positive and negative regulation of angiogenesis in primary cardiac fibroblasts as in **b**. **e**, **f** Representative immunofluorescence staining of VEGFR (green) (**e**), IB4 (green) (**f**) and Vimentin (red) (**e**, **f**) in myocardial tissues from KDM5B-KO or WT mice on Day 7 after MI surgery. Scale bar, 50 μm. Similar results were obtained from three independent experiments. **g** Q-PCR analysis of *Vegfa*, *Cd31*, *Vegfr2*, *Nos3* and *Vwf* mRNA expression in KDM5B-deficient (KO) or WT cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h (*n* = 4 per group). *p < 0.05, **p < 0.01. Unpaired Student’s *t* test (**a**, **g**) was performed.

### KDM5B exacerbates cardiac fibrosis by suppressing ATF3 expression

We further investigated the mechanism underlying the attenuated cardiac fibrosis and dysfunction mediated by KDM5B deficiency. Among the top upregulated expressed genes screened from RNAs of myocardial tissues in KDM5B-KO mice and control littermate WT mice after MI, the marked increased expression of *Atf3* in myocardial tissues of KDM5B-KO mice raised our attention (Fig. 7a). 

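*Atf3* (chromosome 1 from 191170296 to 191218039) had 160, 63.7 and 64.4 TMM-normalized CPM in the libraries labelled KO and 16.5, 18.2 and 17.6 in the libraries labelled WT. The deposited FPKM values on the log2 scale were 5.98, 4.64 and 4.67 against 2.67, 2.80 and 2.76. The log2 fold change was 2.46 (standard error 0.35, adjusted p = 0.00149 from edgeR's quasi-likelihood test). All 3 libraries labelled KO were above all 3 labelled WT (exact two-sided permutation test, p = 0.1, the smallest p that this design allows). KO replicate 1 carries part of the size, since without it the log2 fold change was 1.88, while the adjusted p stayed between 9.9e-07 and 0.00932 under all 14 alternatives set beforehand. Counts per library do not say which cells of the preparation the *Atf3* counts come from.

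**Figure D4:**
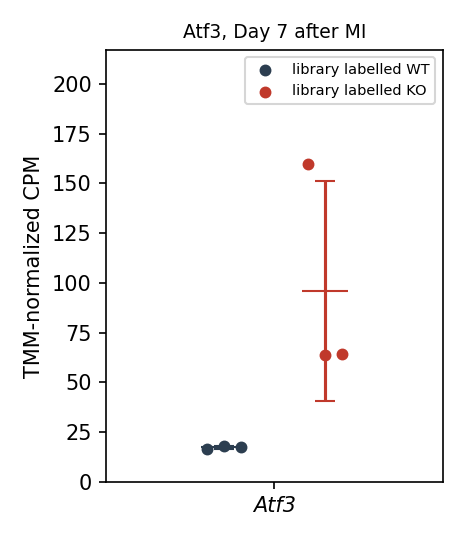
TMM-normalized CPM of *Atf3* in each library (points), with the mean and SD of 3 libraries per label. KO replicate 1 sits at 160 and the other libraries labelled KO at 63.7 and 64.4, all above the libraries labelled WT at 16.5 to 18.2.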

Consistently, RNA-seq analysis showed increased expression of *Atf3* in KDM5B-deficient cardiac fibroblasts (Supplementary Fig. 8a). Previous studies have shown that elevated ATF3 expression in cardiac fibroblasts can prevent adverse cardiac remodeling and suppress myocardial fibrosis induced by ischemic or hypertrophic injury^24,25^. *Atf3* expression in the myocardial tissues of wild-type mice peaked on Day 1 after MI and then decreased to a relatively higher level on Days 3-7 (Fig. 7b). KDM5B deficiency increased the mRNA and protein expression of ATF3 in myocardial tissues after MI (Fig. 7c, d). The mRNA and protein levels of ATF3 in primary cardiac fibroblasts stimulated with TGF-β were upregulated by *Kdm5b* knockdown or GSK467 inhibitor treatment (Fig. 7e–h and Supplementary Fig. 8b, c). The expression levels of fibrosis-related genes such as *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* in primary cardiac fibroblasts induced by TGF-β were significantly decreased after *Kdm5b* knockdown or were increased after *Atf3* knockdown alone, while the reduced expression of these fibrotic genes mediated by *Kdm5b* knockdown could be reversed by knockdown of *Atf3* (Fig. 7i, j). These data indicate that ATF3 is a downstream target of KDM5B and that KDM5B deficiency attenuates cardiac fibrosis by increasing ATF3 expression.

**Fig. 7:**
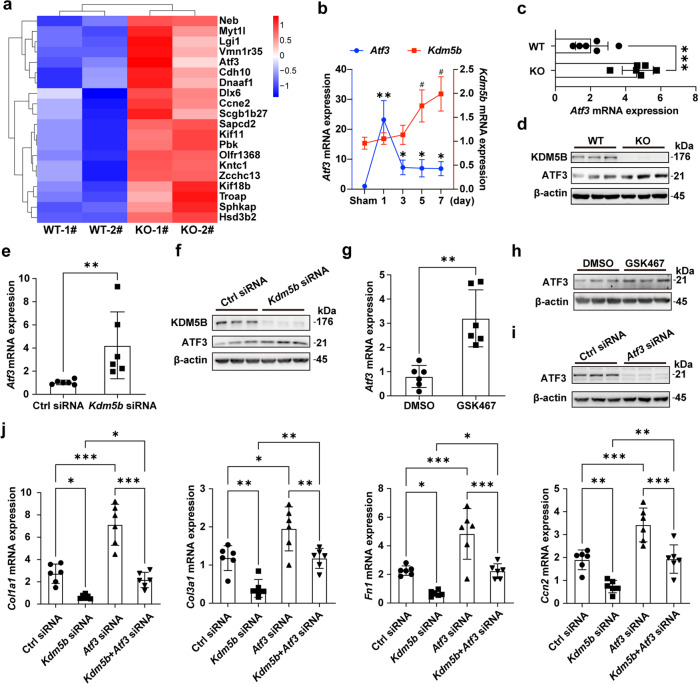
KDM5B promotes cardiac fibrosis by inhibiting ATF3 expression. **a** Heatmap showing the top 20 upregulated differentially expressed genes in myocardial tissues from KDM5B-KO and littermate control WT mice on Day 7 after MI surgery. **b** Q-PCR analysis of *Atf3* and *Kdm5b* mRNA expression in the myocardial tissues of WT mice on the indicated day after MI or sham operation (*n* = 6 per group). ^#^*p* < 0.05 vs. *Kdm5b* mRNA levels in the sham operation group; *p < 0.05, **p < 0.01 vs. *Atf3* mRNA levels in the sham operation group. **c**, **d** Q-PCR analysis of *Atf3* mRNA (**c**) (*n* = 6 mice per group) or immunoblot analysis of ATF3 protein levels (**d**) in myocardial tissues from KDM5B-KO or WT mice on Day 7 after MI surgery. **e**, **f** Q-PCR analysis of *Atf3* mRNA expression (**e**) (*n* = 6 per group) or immunoblot analysis of ATF3 protein expression (**f**) in *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. **g**, **h** Q-PCR analysis of *Atf3* mRNA expression (**g**) (*n* = 6 per group) or immunoblot analysis of ATF3 protein expression (**h**) in cardiac fibroblasts treated with the KDM5B inhibitor GSK467 or DMSO followed by stimulation with TGF-β (10 ng/ml) for 24 h. **i** Immunoblot analysis of ATF3 protein expression in cardiac fibroblasts transfected with *Atf3* siRNA or control siRNA. **j** Q-PCR analysis of *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* mRNA expression levels in cardiac fibroblasts transfected with *Kdm5b* siRNA, *Atf3* siRNA, control siRNA or cotransfected with *Kdm5b* and *Atf3* siRNA followed by stimulation with TGF-β (10 ng/ml) for 24 h (*n* = 6 per group). *p < 0.05, **p < 0.01, ***p < 0.001. Unpaired Student’s *t* test (**c**, **e**, **g**) and ANOVA (**b**, **j**) were performed.

### KDM5B represses ATF3 expression through histone demethylation of the *Atf3* promoter

Since KDM5B is a histone H3K4me3 and H3K4me2 demethylase^15^, we next explored whether KDM5B regulated ATF3 expression by affecting the methylation level of histone H3K4. The recruitment of KDM5B to the *Atf3* promoter was markedly enhanced in cardiac fibroblasts after TGF-β stimulation (Fig. 8a). Markedly increased H3K4me2 and H3K4me3 levels were observed in cardiac fibroblasts isolated from the myocardial tissues of KDM5B-KO mice (Fig. 8b). Consistently, *Kdm5b* knockdown or GSK467 treatment elevated the levels of H3K4me2 and H3K4me3 in wild-type cardiac fibroblasts stimulated with TGF-β (Fig. 8c, d). Decreased levels of H3K4me2 and H3K4me3 at the promoter of the *Atf3* gene were found in wild-type cardiac fibroblasts after stimulation with TGF-β for 24 h (Fig. 8e, f). In contrast, KDM5B deficiency notably increased the levels of H3K4me2 and H3K4me3 at the promoter of the *Atf3* gene in cardiac fibroblasts in response to TGF-β treatment (Fig. 8g, h). These results demonstrate that KDM5B directly binds to the *Atf3* promoter and inhibits ATF3 transcription via its histone demethylase activity, which in turn exacerbates cardiac fibrosis and adverse cardiac remodeling following MI and pressure overload (Supplementary Fig. 9).

**Fig. 8:**
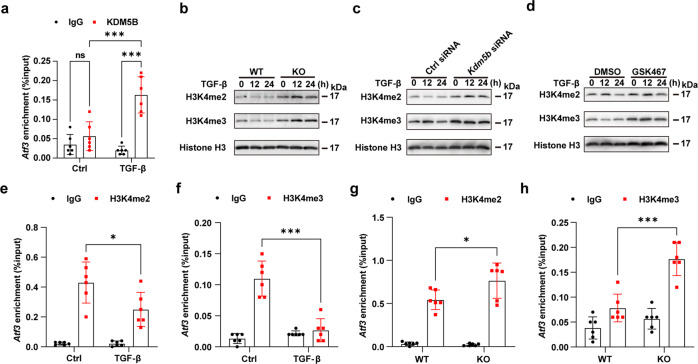
KDM5B suppresses ATF3 expression through histone demethylation of the *Atf3* promoter. **a** ChIP analysis of KDM5B enrichment levels at the *Atf3* promoter in WT cardiac fibroblasts treated with TGF-β (10 ng/ml) or the control PBS (Ctrl) for 24 h. *n* = 6 per group. **b**–**d** Immunoblot analysis of H3K4me2 and H3K4me3 levels in cardiac fibroblasts with KDM5B deficiency (**b**), KDM5B knockdown (**c**) or GSK467 treatment (**d**) and the corresponding control cardiac fibroblasts (**b**–**d**) stimulated with TGF-β (10 ng/ml) for the indicated times. Similar results were obtained from three independent experiments. **e**, **f** ChIP analysis of H3K4me2 (**e**) or H3K4me3 (**f**) levels at the *Atf3* promoter of WT cardiac fibroblasts treated with TGF-β (10 ng/ml) or control PBS (Ctrl) for 24 h. *n* = 6 per group. **g**, **h** ChIP analysis of H3K4me2 (**g**) or H3K4me3 (**h**) levels at the *Atf3* promoter of KDM5B-deficient (KO) or WT cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. *n* = 6 per group. *p < 0.05, ***p < 0.001. Two-way ANOVA (**a**, **e**–**h**) was performed.

## Discussion

Cardiac fibrosis, which is the most common pathological feature of many cardiac disorders, is associated with poor prognosis, such as heart failure. In this study, we revealed the novel role of the histone demethylase KDM5B in facilitating the pathogenesis of cardiac fibrosis. KDM5B mediated the demethylation of activated H3K4me2/3 on the *Atf3* promoter and repressed *Atf3* expression, resulting in excessive cardiac fibrosis and the deterioration of cardiac function following ischemic and hypertrophic attack.

Aberrant expression of multiple pathogenic genes is closely associated with the development and progression of cardiac diseases. The distinct epigenetic modifications and sites of histones play critical and precise roles in regulating the transcription of these pathogenic genes^26^. Among the different types of histone modifications, the reversible methylation modification profile mediated by histone methyltransferases and demethylases has important functions in multiple physiological and pathological processes^27^. A previous study showed that G9a, a methyltransferase that mediates mono-/di-methylation of H3K9, formed a complex with myocyte enhancer factor 2C (MEF2C) and bound heterochromatin to suppress cardiac fibrosis^28^. Silencing of the endothelial-specific histone methyltransferase SET domain containing 1 (SET1) could inhibit cardiac fibrosis and hypertrophy by repressing endothelin-1 transcription in response to chronic AngII treatment^29^. However, studies on the roles of histone demethylases in pathological cardiac fibrosis are limited. Myocardin-related transcription factor A (MRTF-A) promotes macrophage trafficking by interacting with lysine demethylase 3 A (KDM3A) to worsen cardiac fibrosis and hypertrophy, but whether KDM3A functions in a demethylase activity-dependent manner remains unclear^30^. For the important histone H3K4me2/3 demethylase KDM5B, previous studies on its function have focused on oncological and infectious diseases. For example, KDM5B suppressed antitumor immunity and mediated immune evasion in melanoma by recruiting SETDB1 (SET domain bifurcated histone lysine methyltransferase 1) to silence retroelements^31^. KDM5B deficiency significantly promoted the production of inflammatory cytokines and facilitated innate inflammatory responses triggered by diverse pathogens^17,32^. Our study provides evidence that KDM5B drives the progression of pathological cardiac fibrosis by mediating the demethylation of activated H3K4me2/3 on the *Atf3* promoter and inhibiting its expression. Thus, our findings identify KDM5B as a novel profibrotic histone demethylase and reveal a new epigenetic regulatory approach for cardiac fibrosis under pathological stress conditions.

The main manifestations of cardiac fibrosis are the excessive conversion of fibroblasts into myofibroblasts accompanied by excessive synthesis and insufficient degradation of the extracellular matrix, which leads to decreased myocardial compliance, diastolic-systolic dysfunction and even the onset of heart failure^2^. Pathological cardiac fibrosis is dependent on the transcriptional regulation of multiple fibrotic signaling pathways, of which transcription factors have important regulatory roles in the activation of signal components^33^. In this study, we found that ATF3 expression was markedly increased in the myocardium of KDM5B-deficient mice under pathological conditions. We further demonstrated that KDM5B deficiency promoted ATF3 expression by elevating the levels of activated H3K4me2/3 methylation at its promoter region. These results confirm that the transcription factor ATF3 is an essential downstream target of KDM5B during cardiac fibrosis. Previous studies have shown that ATF3 plays dual roles in fibrosis in different organs. Accumulating evidence has demonstrated that ATF3 limits cardiac fibrosis progression and prevents adverse cardiac remodeling triggered by ischemic or hypertrophic injury^24,25,34^. However, ATF3 overexpression was found in fibrotic livers and contributed to liver fibrosis by activating hepatic stellate cells^35^. Furthermore, ATF3 plays a profibrotic role in systemic sclerosis and bleomycin-induced lung injury^36,37^. The functional differences in ATF3 in organ fibrosis may be associated with different cell types and profibrotic mechanisms. Consistent with previous reports on the heart, our data confirm that ATF3, which is a key regulator that is epigenetically suppressed by KDM5B, can inhibit myocardial fibrosis mediated by cardiac fibroblasts in response to ischemic or hypertrophic stress.

Due to the extremely low regeneration capacity of cardiomyocytes, the reconstruction and restoration of the blood flow network in the infarcted area are critical for repair after myocardial injury in ischemic diseases. Cardiac angiogenesis is crucial for maintaining cardiac function and myocardial adaptation to pressure overload^23,38^. Endothelial cells are considered to be the most important cells that mediate angiogenesis, but the contribution of fibroblasts should not be neglected. Fibroblasts can promote endothelial cell-mediated angiogenesis through paracrine secretion and can transdifferentiate into endothelial cells, mediating angiogenesis after cardiac injury^9,39–41^. Our study provides evidence that KDM5B deficiency increases the expression of angiogenesis-associated genes and promotes the transdifferentiation of fibroblasts to endothelial-like cells, which enhances angiogenesis and contributes to the alleviation of cardiac dysfunction under pathological conditions. The underlying mechanism of enhanced angiogenesis mediated by KDM5B deficiency may involve regulating the expression of several transcription factors, such as Nodal, which needs to be further investigated.

Epigenetic therapies have emerged as novel and valuable areas of research in drug discovery. The availability of various regulators of epigenetic modification enzymes in clinical trials has mostly focused on oncological diseases. For example, the selective inhibitor of the histone methyltransferase EZH2 (enhancer of zeste 2 polycomb repressive complex 2 subunit) or histone demethylase LSD1 (lysine-specific demethylase 1) showed promising antitumor activity in solid tumors or leukemia^42,43^. However, fewer epigenetic inhibitors have shown effective responses in clinical trials for diseases other than cancers, especially cardiovascular diseases. Our in vitro results confirmed the effectiveness of the KDM5B inhibitor in suppressing fibroblast-mediated profibrotic responses. Together with the in vivo data showing the attenuation of cardiac fibrosis mediated by KDM5B deficiency, our study opens new paths for the development of KDM5B-targeting epigenetic therapy to overcome pathological cardiac fibrosis.

In summary, our results demonstrate that the histone demethylase KDM5B suppresses ATF3 expression by demethylating H3K4me2/3 on its promoter, subsequently promoting excessive expression of profibrotic genes and inhibiting angiogenesis. KDM5B drives the progression of cardiac fibrosis and facilitates adverse cardiac remodeling in response to ischemic or hypertrophic stress, which will aid in the development of novel epigenetic therapies for pathological cardiac fibrosis and heart failure.

## Supplementary information

Supplementary information

# Supplementary material for: Loss of KDM5B ameliorates pathological cardiac fibrosis and dysfunction by epigenetically enhancing ATF3 expression
**Source:** Exp Mol Med. 2022 Dec 8;54(12):2175–87. doi: 10.1038/s12276-022-00904-y
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary information**

**Loss of** **KDM5B ameliorates pathological cardiac fibrosis and dysfunction by epigenetically enhancing ATF3 expression**

Bo Wang, Yong Tan, Yunkai Zhang, Sheng Zhang, Xuewen Duan, Yuyu Jiang, Tong Li, Qingqing Zhou, Xingguang Liu, Zhenzhen Zhan

**
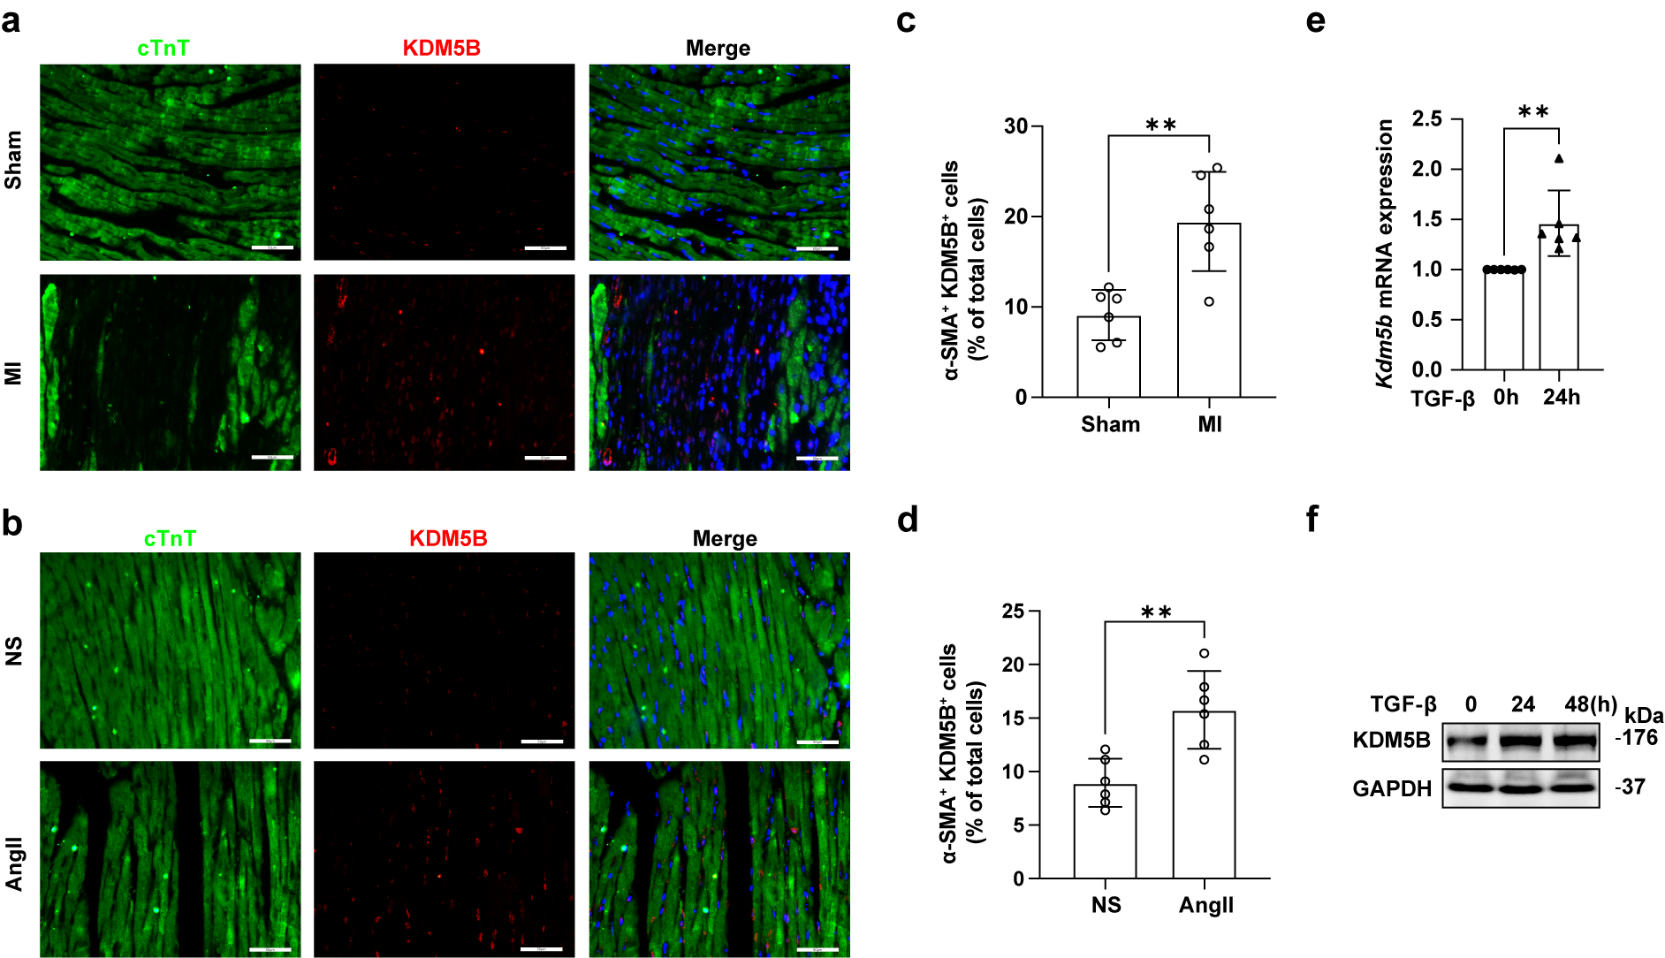
**

**Supplementary Fig. 1 KDM5B is upregulated in cardiac fibroblasts after TGF-β stimulation.**

**a** Representative immunofluorescence staining of KDM5B (red) or cTnT (green) of myocardial tissues from wild type mice at day 7 after MI or sham operation. Scale bar, 50 μm. **b** Representative immunofluorescence staining of KDM5B (red) or cTnT (green) of myocardial tissues from wild type mice at day 28 after AngII or NS infusion. Scale bar, 50 μm. **c** Quantitation of α-SMA and KDM5B positive cells through immunofluorescence staining of myocardial tissues from wild type mice at day 7 after MI or sham operation. (n = 6 mice per group; relative to Fig. 1e). **d** Quantitation of α-SMA and KDM5B positive cells through immunofluorescence staining of myocardial tissues from wild type mice at day 28 after AngII or NS infusion. (n = 6 mice per group; relative to Fig. 1f). **e**-**f** Q-PCR analysis of *Kdm5b* mRNA (e) or immunoblot analysis of KDM5B protein (f) expression in wild type cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for the indicated times (n = 6 per group). Similar data were from three independent experiments. ***p* < 0.01, unpaired Student's t-test (c-e) was performed.

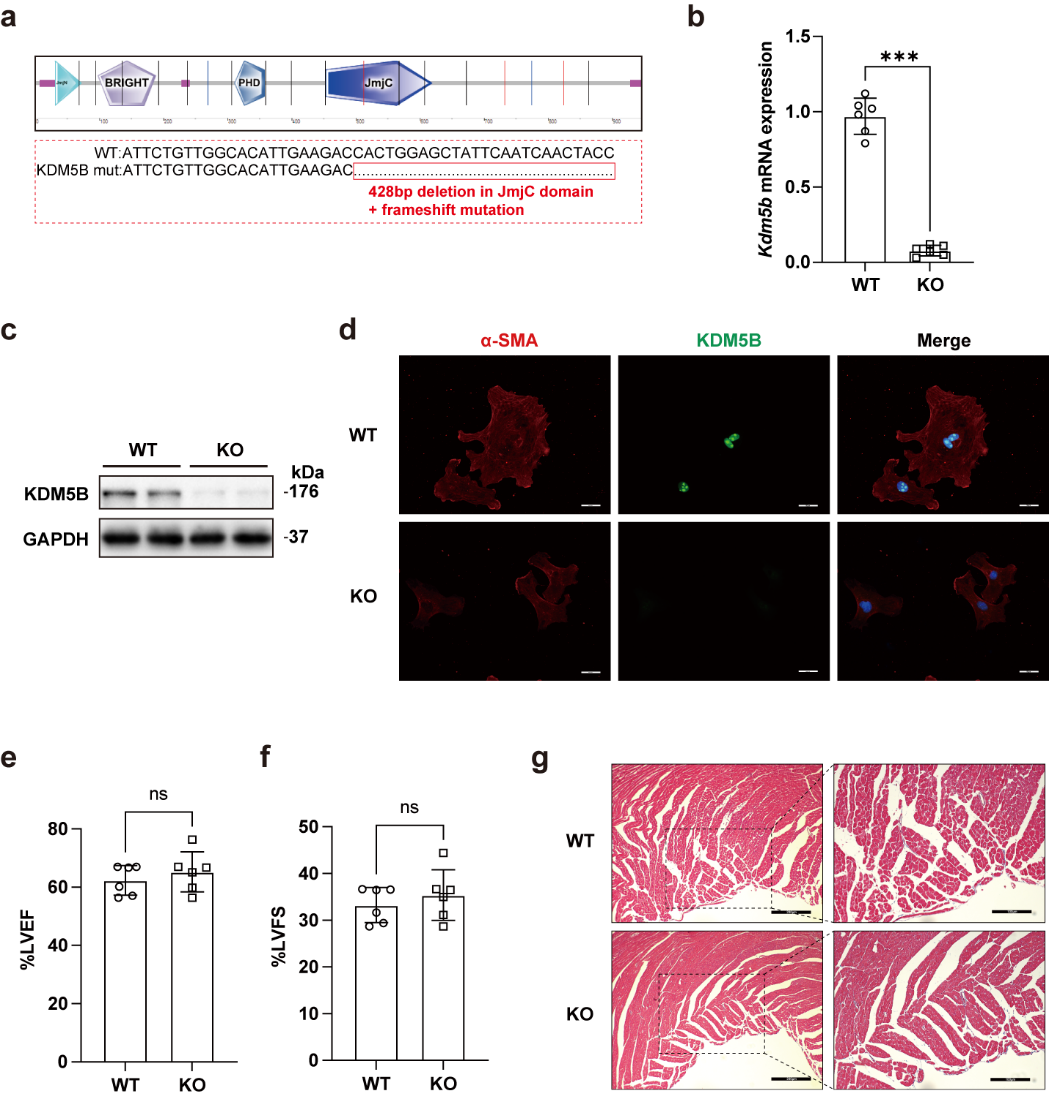

**Supplementary Fig. 2 KDM5B deficiency does not affect cardiac function in physiological conditions.**

**a** Schematic diagram of targeted disruption of *Kdm5b* gene with the CRISPR/Cas9 system. **b**-**c** Q-PCR analysis of *Kdm5b* mRNA (b) (n = 6 mice per group) or immunoblot analysis of KDM5B protein (c) expression in cardiac fibroblasts isolated from KDM5B KO or WT mice. **d** Representative immunofluorescence staining of α-SMA (red) and KDM5B (green) in cardiac fibroblasts isolated from KDM5B KO or WT mice stimulated with TGF-β (10 ng/ml) for 24 h. Scale bar, 50 μm. **e**-**f** Echocardiographic measurement of LVEF and LVFS of KDM5B KO or WT mice at physiological conditions. **g** Representative Masson's Trichrome staining images in myocardial tissues from KDM5B KO or WT mice at physiological conditions. Scale bar, 200 μm (upper), 100 μm (bottom). ****p* < 0.001, unpaired Student's t-test (b, e, f) was performed.

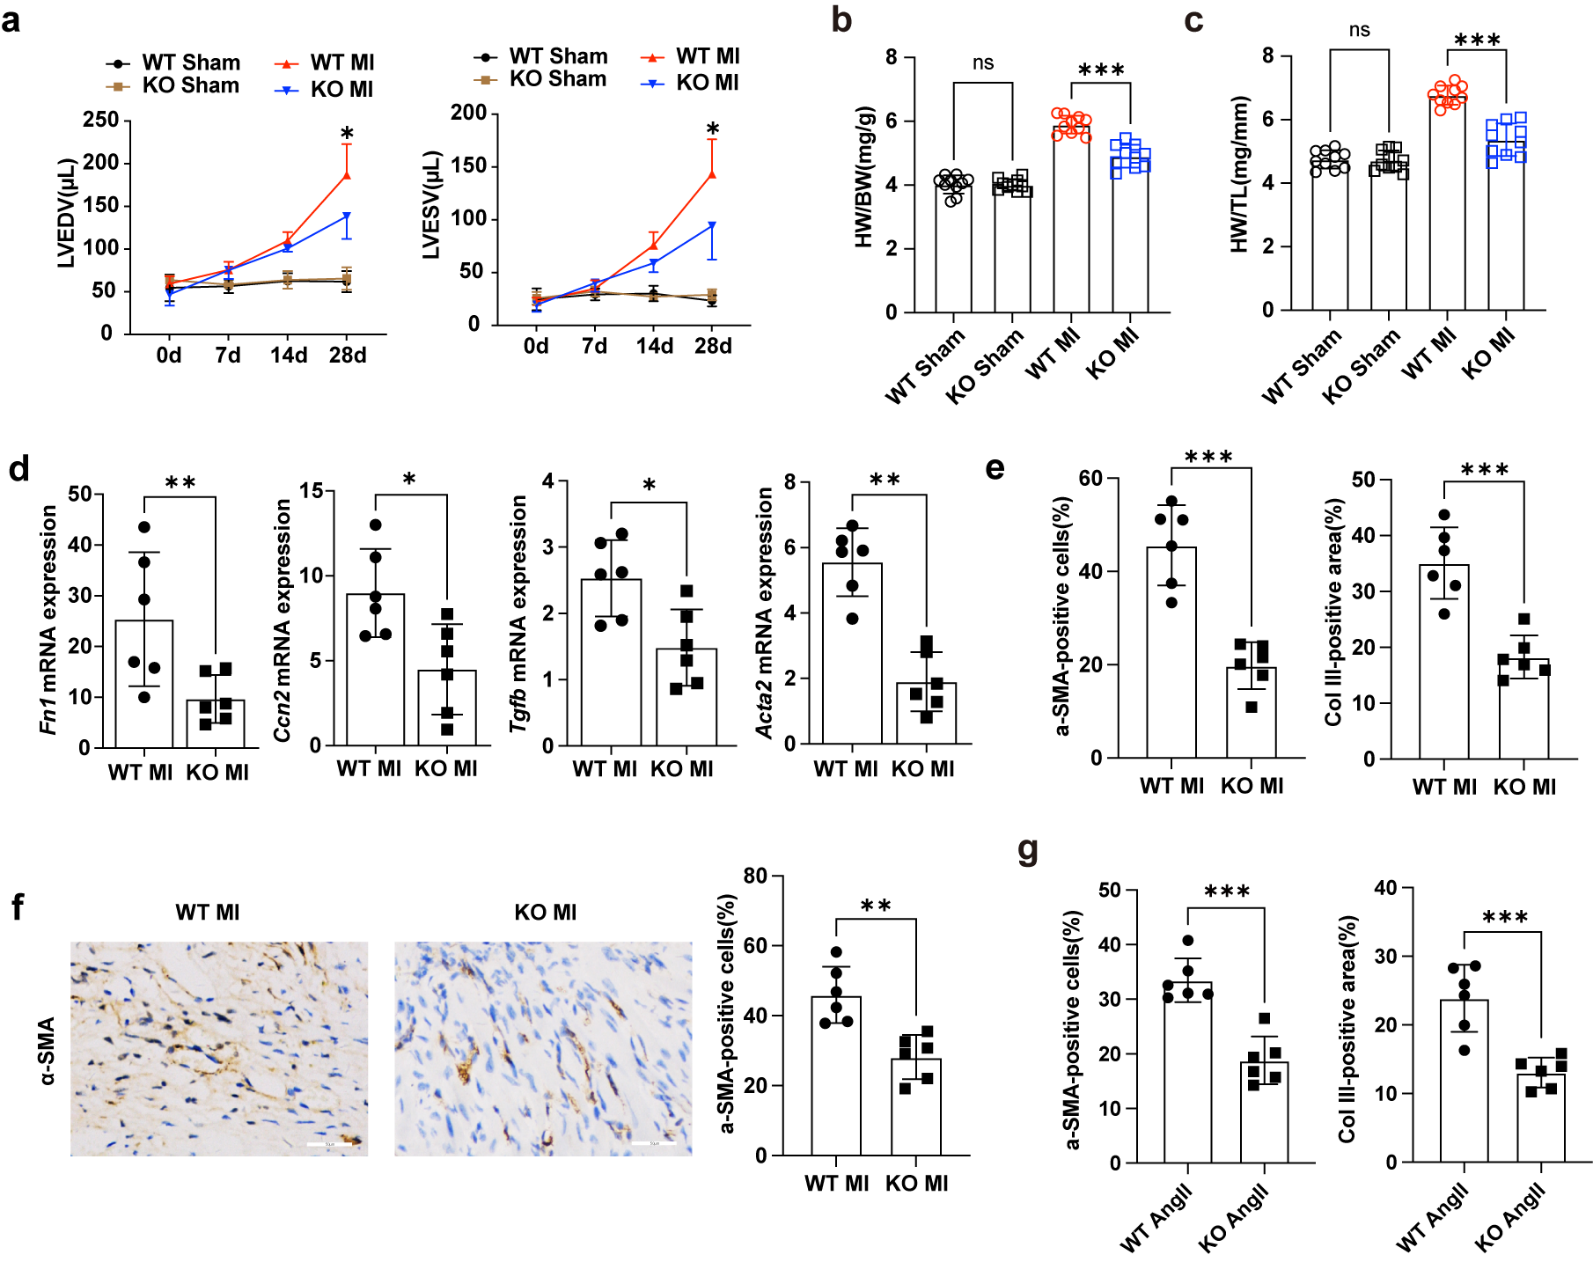

**Supplementary Fig. 3 KDM5B deficiency prevents MI-induced cardiac dysfunction and cardiac fibrosis.**

**a** Echocardiographic measurement of left ventricular end-diastolic volume (LVEDV) and left ventricular end-systolic volume (LVESV) of KDM5B KO or littermate control WT mice at baseline (day 0) and the indicated day after MI or sham operation (n = 6 mice per group). **b-c** Ratios of HW/BW (b) and HW/TL (c) (n = 10 mice per group) from KDM5B KO or WT mice at day 14 after MI or sham operation. **d** Q-PCR analysis of *Fn1*, *Ccn2*, *Tgfb* and *Acta2* mRNA levels in myocardial tissues from KDM5B KO or WT mice at day 14 post-MI (n = 6 mice per group). **e** Quantitation of α-SMA-positive or Col III-positive cells through immunofluorescence staining in myocardial tissues from KDM5B KO or WT mice at day 14 post-MI (n = 6 per group; relative to Fig. 2g). **f** Representative immunohistochemistry staining of α-SMA and quantitation of α-SMA-positive cells in myocardial tissues from KDM5B KO or WT mice at day 14 post-MI. n = 6 per group. Scar bar, 50 μm. **g** Quantitation of α-SMA-positive or Col III-positive cells through immunofluorescence staining in myocardial tissues from KDM5B KO or WT mice at day 28 after AngⅡ infusion. (n = 6 per group; relative to Fig. 3l). **p* < 0.05, ***p* < 0.01, ****p* < 0.001. Two-way ANOVA (a-c) or unpaired Student's t-test (d-g) was performed.

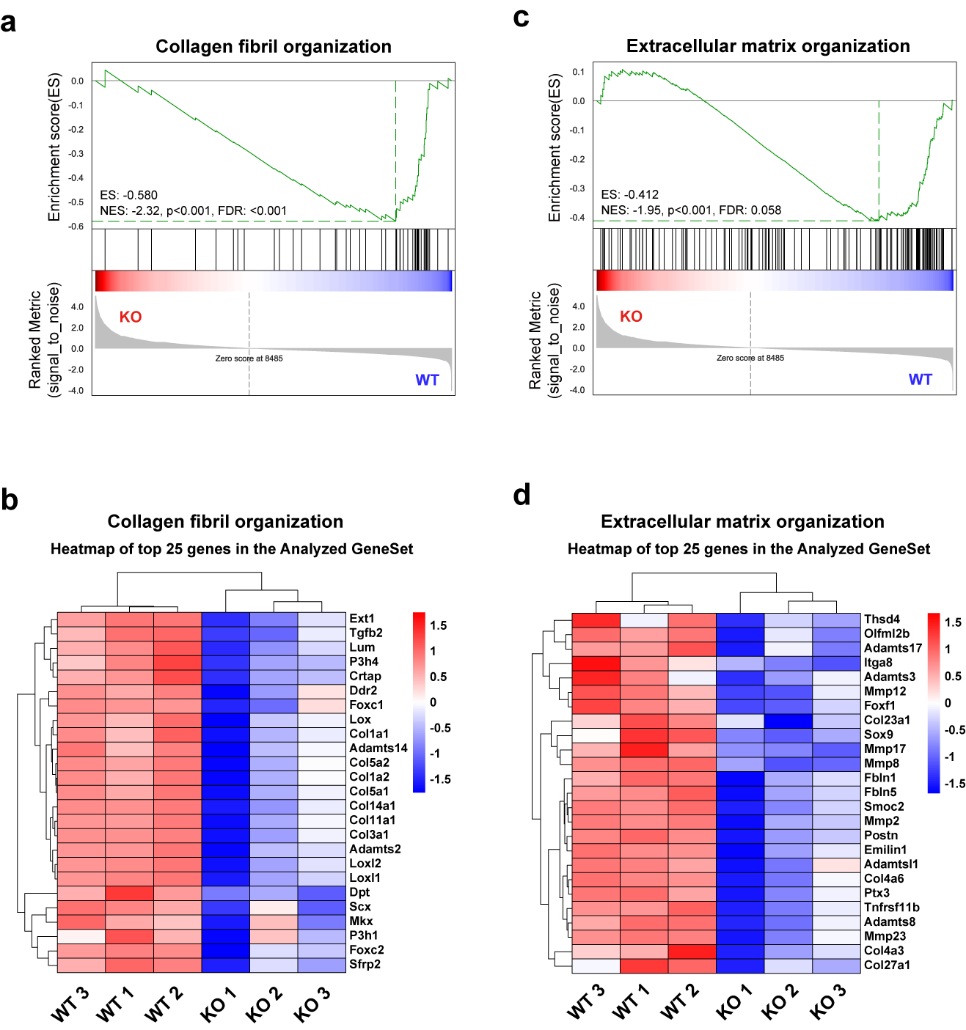

**Supplementary Fig. 4 KDM5B deficiency restrains the expression of adverse cardiac remodeling-related genes after MI.**

**a** and **c** GSEA enrichment plots of gene sets associated with the collagen fibril organization and extracellular matrix organization in cardiac fibroblasts isolated from heart tissues of KDM5B KO or WT mice at day 7 after MI. **b** and **d** Heatmap showing selected top 25 differentially expressed genes associated with the collagen fibril organization and extracellular matrix organization in cardiac fibroblasts isolated from heart tissues of KDM5B KO or WT mice at day 7 after MI.

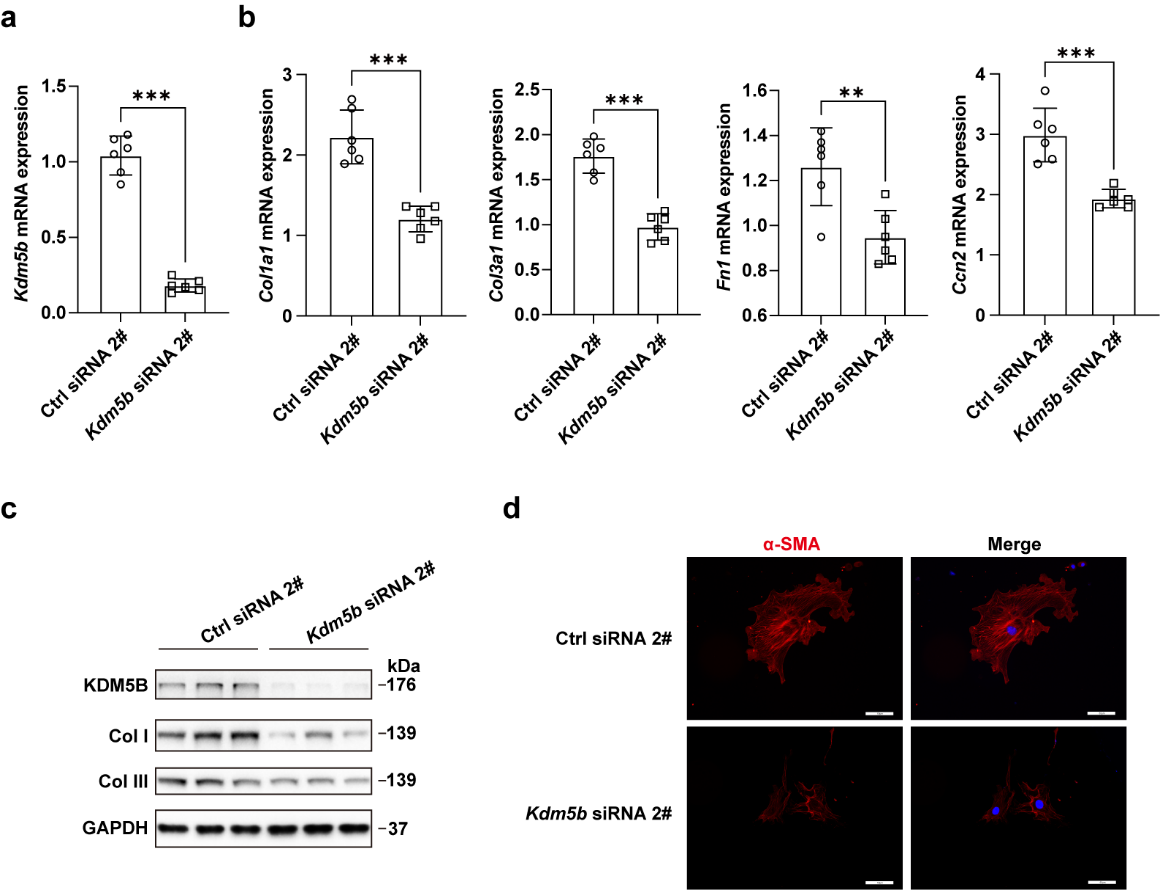

**Supplementary Fig. 5 KDM5B knockdown suppresses fibrotic responses and transition of cardiac fibroblasts.**

**a** Q-PCR analysis of *Kdm5b* mRNA expression in cardiac fibroblasts transfected with *Kdm5b* siRNA or control siRNA (n = 6 per group). **b** Q-PCR analysis of *Col1a1*, *Col3a1*, *Fn1* and *Ccn2* mRNA expression in *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h (n = 6 per group). **c** Immunoblot analysis of KDM5B, Col Ⅰ and Col Ⅲ protein expression in *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. **d** Representative immunofluorescence staining of α-SMA (red) in cardiac fibroblasts transfected with *Kdm5b* siRNA or control siRNA stimulated with TGF-β (10 ng/ml) for 24 h. Scale bar, 50 μm. Similar results were obtained from three independent experiments (c, d). ***p* < 0.01, ****p* < 0.001. Unpaired Student's t-test (a, b) was performed.

**Supplementary Fig. 6 KDM5B knockdown restrains SMAD-dependent or -independent TGF-β signaling activation.**

**a** Immunoblot analysis of phosphorylation or total levels of SMAD2 and SMAD3 proteins in lysates of *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts treated with TGF-β (10 ng/ml) for the indicated times. **b** Immunoblot analysis of phosphorylation or total levels of ERK, JNK, p38 and p65 proteins in lysates of *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts treated with TGF-β (10 ng/ml) for the indicated times. Similar results were obtained from three independent experiments.

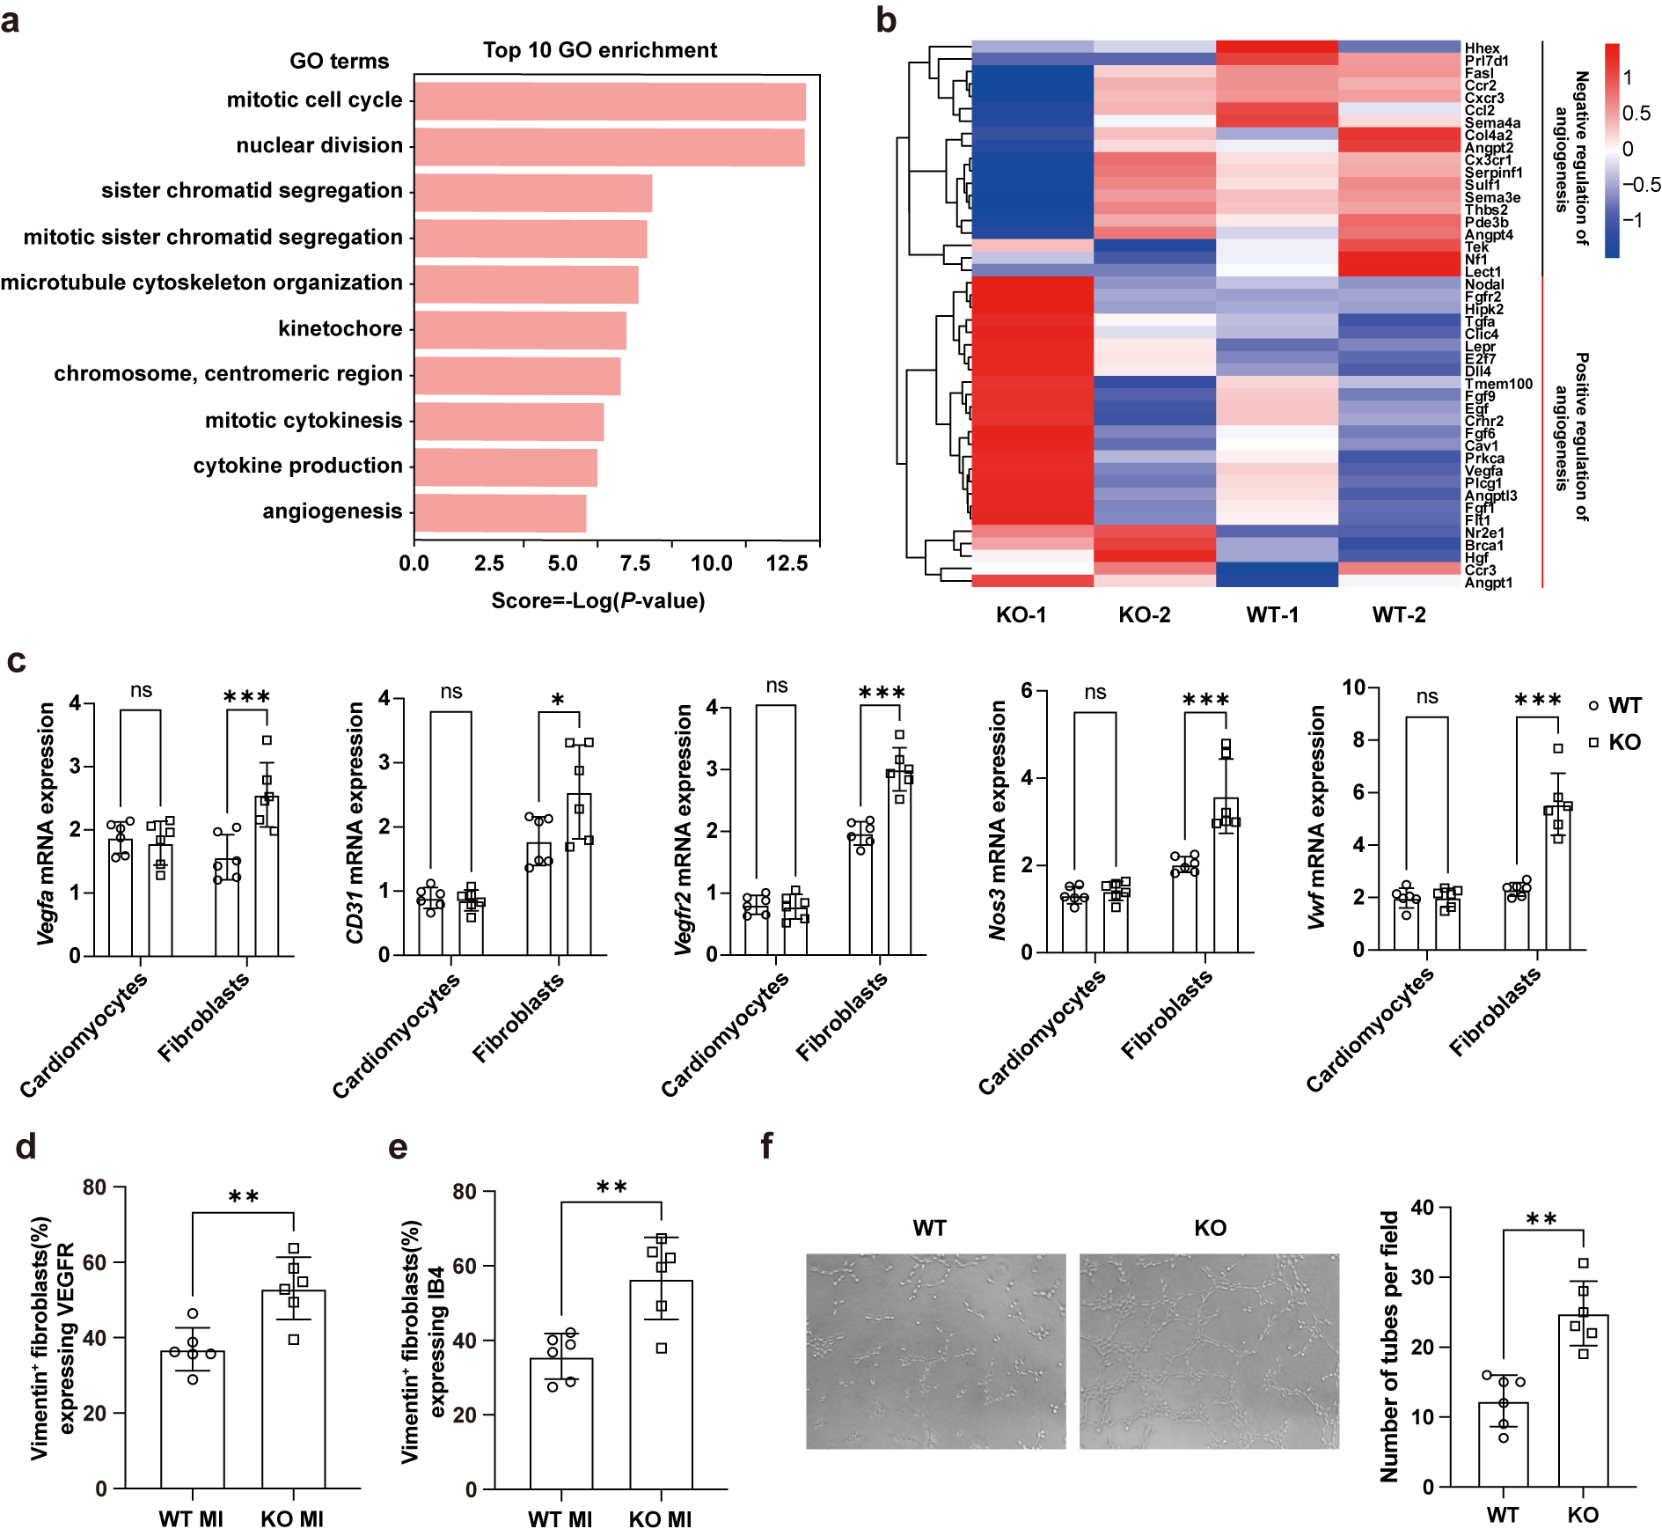

**Supplementary Fig. 7 KDM5B deficiency promotes the transformation of fibroblasts into endothelial-like cells and angiogenesis.**

**a** Top 10 Gene Ontology enrichment analysis of the differentially expressed genes in myocardial tissues from KDM5B KO and littermate control WT mice at day 7 after MI. **b** Heatmap showing differentially expressed genes relative with the positive and negative regulation of angiogenesis in myocardial tissues from KDM5B KO and WT mice at day 7 after MI operation. **c** Q-PCR analysis of *Vegfa*, *Cd31*, *Vegfr2*, *Nos3* and *Vwf* mRNA expression in cardiac fibroblasts and cardiomyocytes isolated from KDM5B KO or littermate control WT mice at day 7 after MI (n = 6 mice per group). **d**, **e** Percentage of Vimentin-positive cells expressing the endothelial markers VEGFR and IB4 through immunofluorescence staining in myocardial tissues from KDM5B KO or littermate control WT mice at day 14 post-MI (n = 6 mice per group; relative to Fig. 6e, f). **f** Representative images showing tube formation of fibroblasts isolated from KDM5B KO or littermate control WT mice. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, Unpaired Student's t-test (c, d, e, f) was performed.

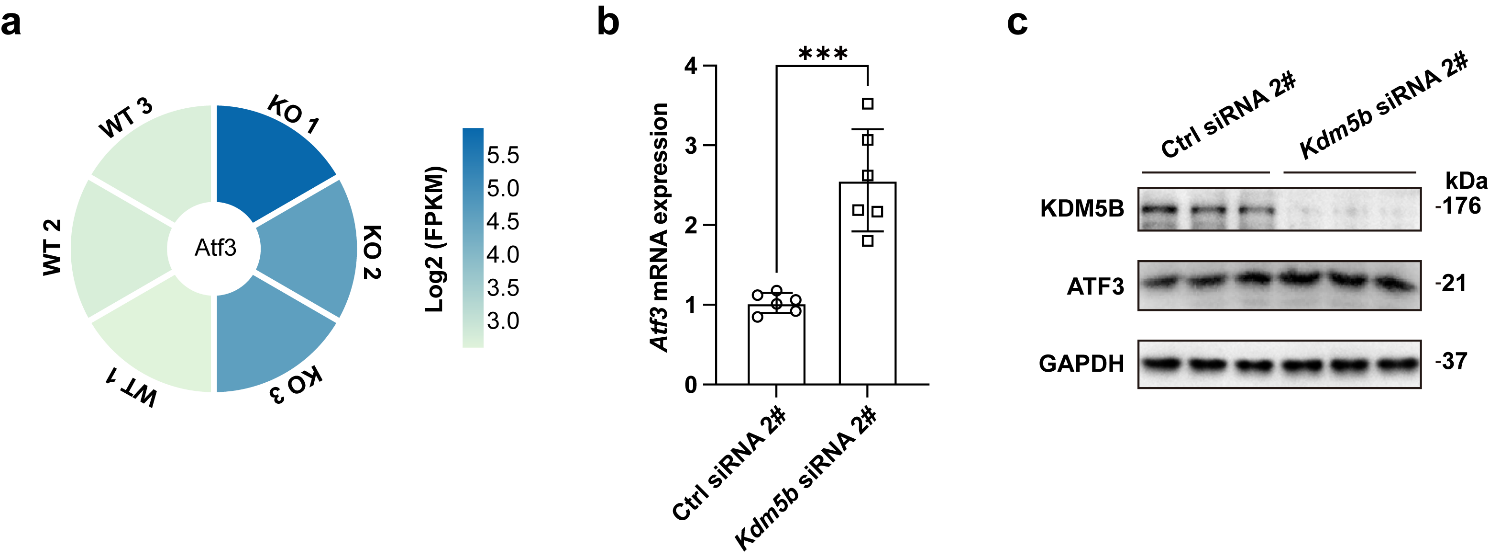

**Supplementary Fig. 8 KDM5B deficiency promotes the expression of ATF3 in cardiac fibroblasts.**

**a** Heatmap showing the upregulated expression of *Atf3* in cardiac fibroblasts isolated from KDM5B KO or littermate control WT mice at day 7 after MI. **b**, **c** Q-PCR analysis of *Atf3* mRNA expression (b) (n = 6 per group) or immunoblot analysis of ATF3 protein expression (c) in *Kdm5b*-silenced or control siRNA-transfected cardiac fibroblasts stimulated with TGF-β (10 ng/ml) for 24 h. ****p* < 0.001. Unpaired Student's t-test (b) was performed.

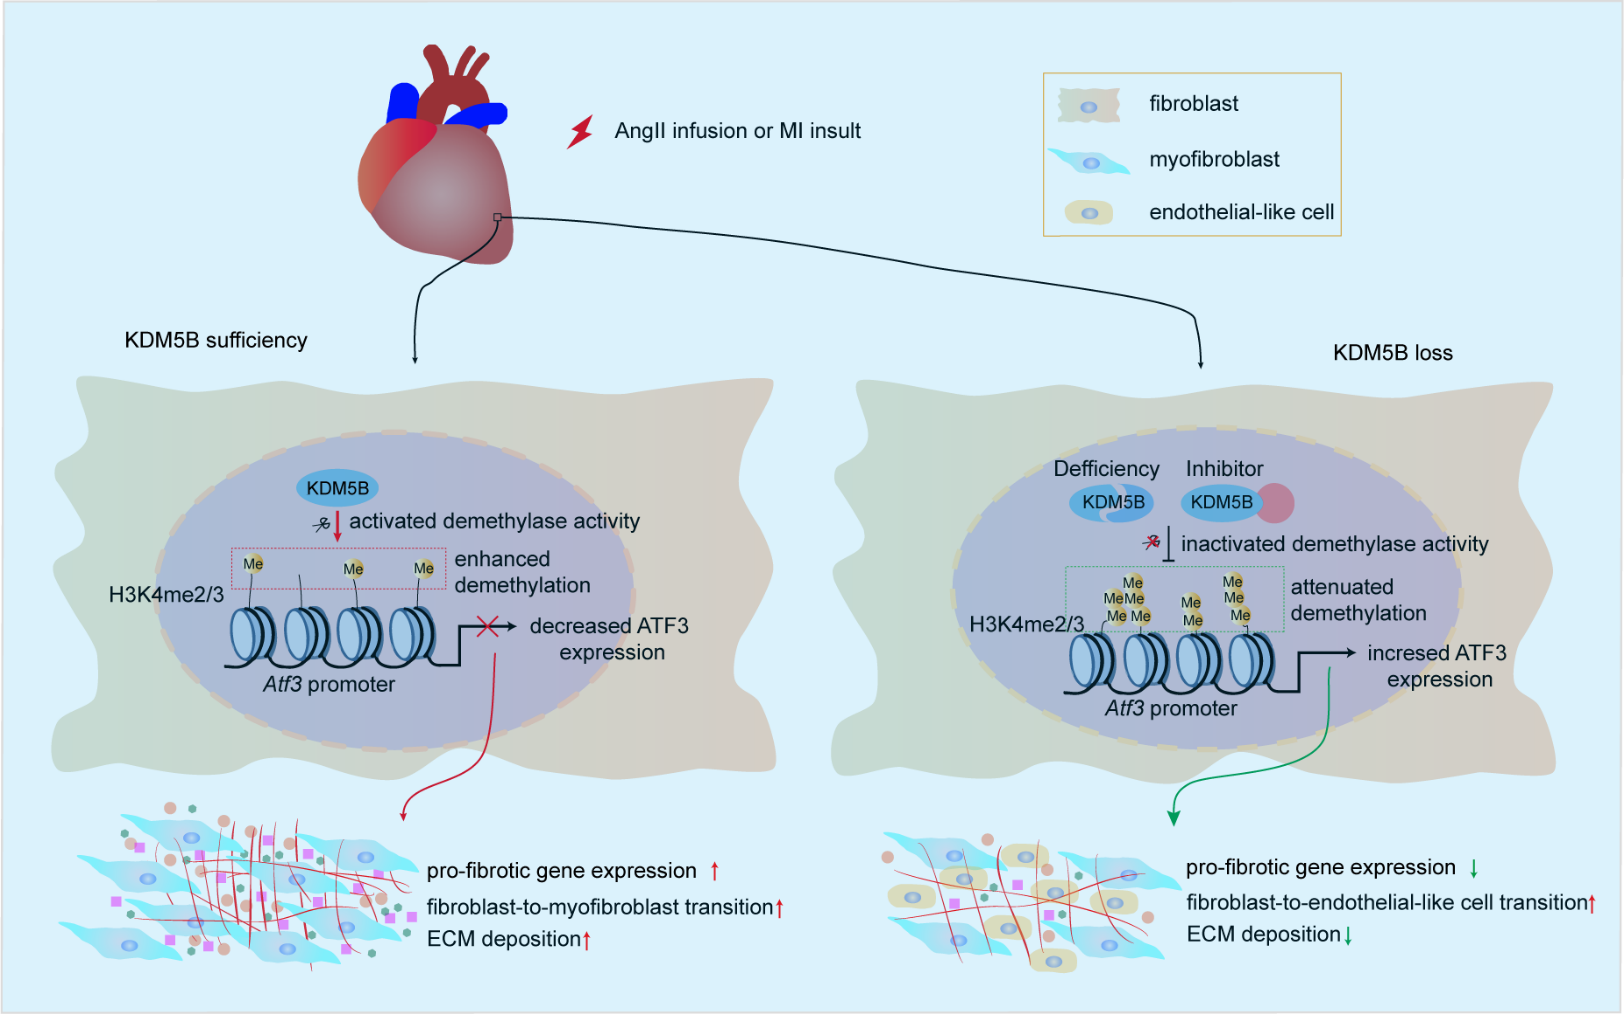

**Supplementary Fig. 9. Schematic diagram of KDM5B loss in preventing the pathological** **cardiac fibrosis.**

The epigenetic modifier KDM5B directly demethylates H3K4me2/3 of *Atf3* promoter and inhibits ATF3 expression, leading to the excessive cardiac fibrosis and cardiac dysfunction following ischemic and hypertrophic injury. KDM5B deficiency or pharmacological inhibition can decrease ECM deposition, promote angiogenesis mediated by fibroblast to endothelial-like cell transition and ameliorate pathological cardiac fibrosis.

How the deposited data were processed for this re-analysis (not part of the article)

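RNA-seq was performed on cardiac fibroblasts isolated from the left ventricle on Day 7 after MI, in 3 libraries labelled KO and 3 libraries labelled WT. The authors mapped the reads to mm10 with HISAT2 at default parameters and deposited 2 values for each of 34745 genes and each library. The deposited counts are whole numbers of fragments or reads per gene, without normalization. The deposited FPKM values are those counts divided by gene length and by the library's own total, which was checked on the table: the gene length implied by the 2 values differed between libraries by at most a share of 7.4e-04. The paper's text names FPKM for the differential expression and custom programs for clustering and enrichment, and does not name the counting tool, the annotation release, the strand setting or the threshold for the RNA-seq. Its statistics section gives a p under 0.05 without adjustment, and the adjusted p under 0.05 used for the counts is a choice made for a test over many genes.

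Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), with all 6 libraries in the fit and no covariate. The filter left 14084 of the 20854 genes with any count. Totals ran from 12025403 to 15329427 counts per library, and a count of 0 in the smallest library allows up to 3 counts, or 0.249 CPM. These floors and the tests cover counting error and the spread of 3 libraries per label, and the precision of each value is limited by that number. Replicates differed by more than sampling noise, with 22.4% to 32.2% of genes past an unadjusted p of 0.05 in pairs of the same label, so none of the pairs is a duplicate. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01, two-sided, on the same fit and genes. The lists were collagen, collagen processing, VEGF signaling, sprouting angiogenesis and mitotic genes, the genes of Supplementary Fig. 4b, Supplementary Fig. 4d and Fig. 6d, the marker lists of endothelial cells, fibroblasts, cardiomyocytes, macrophages, neutrophils, lymphocytes, mural cells and erythroid cells, the immediate early, integrated stress and sex-linked genes, the genes of Fig. 7a and the KDM5 family. The members of the gene sets behind the study's GSEA are not given in the paper, so the first 3 of these lists stand in for them.

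The tests, their alternatives, the lists, and the rule for which genes are named were chosen before the data were examined, with the exceptions named as chosen after seeing the data. The rule names every gene the paper names for this experiment, the fibrosis genes *Col1a1*, *Col3a1*, *Fn1*, *Ccn2*, *Tgfb1* and *Acta2*, the endothelial genes *Vegfa*, *Pecam1*, *Kdr*, *Nos3* and *Vwf*, *Nodal*, which had a count of 0 in every library, and the 5 largest rises and 5 largest falls past the threshold among genes with a mean FPKM of at least 1 and no overlap between the labels. The alternatives were no filter, a mean CPM of at least 1, DESeq2 1.42.0 with its size factors, library size or the upper quartile in place of TMM, limma on log2(FPKM + 1), the replicate number as a block, each library left out in turn, and a fold change above 2 in addition, and for gene sets fry, camera with an estimated correlation, and GSEA with fgsea 1.28.0 on the signal-to-noise ranking. Marker scaling, chosen after seeing the data, sets the median ratio of cardiomyocyte and macrophage marker genes to 1 in every library. For genes at or below 3 counts in every library of a label, the fold is a lower bound computed against that floor. Single genes were also compared with exact two-sided permutation tests over the libraries. Set tests draw on many genes at once, and their counterpart over the libraries is the 10 splits into groups of 3.

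The tests were first tested on simulated data, in which 200 of 13933 genes were changed. With edgeR 182 of the 200 (91.0%) were called, all in the right direction, and 4.21% of the calls were false. With DESeq2 179 and with limma 182 were called, and 4.28% and 5.70% of their calls were false. Simulated rises and falls were equally likely. In the data 4248 genes passed the threshold, and with a fold change above 2 in addition 844 were higher and 38 lower. The simulated rates therefore do not cover so many and so uneven changes, or the choice of scaling. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Transcript lengths and GC content came from a mouse transcript reference and were used in a single check only. The microarray, Q-PCR and staining experiments were not analysed here.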

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

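The test for cells of a single sex, the count of Hox genes and the comparison of Y-to-X ratios between the labels were chosen only after the results were seen, and the tests on library depth and on the size of the ratios were chosen before.

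In 45 genes each library labelled KO had at least 20 counts and each library labelled WT at most 3, a signal in genes that the paper does not discuss. The reverse held for 0 genes. These genes were singled out after their values were seen. *Ly6c1* was the most abundant, at least 526-fold higher by library totals, and 5 of the 45 are Hox genes (*Hoxa7*, *Hoxb5*, *Hoxb6*, *Hoxb7* and *Hoxb8*). Depth cannot account for them: the libraries labelled KO have the lower median total, and with every library thinned to the smallest total 49 genes met the same rule. Close copies could share reads in some of them. *Hoxb5* to *Hoxb8* are neighbours on chromosome 11, and all 4 were counted. It cannot be told apart whether these genes, including the 5 Hox genes, may have been switched on in heart cells in the absence of KDM5B or came with RNA of a cell population that is missing from the libraries labelled WT, because counts per library do not say which cells they come from. Of the 45 genes, 1 is on the endothelial list and 0 are on the mitotic list.

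*Xist*, which is transcribed from the inactive X chromosome of female cells, and the Y-linked gene *Ddx3y* were both counted in every library, and the lowest of these values in any library was 64.5 CPM, above the floor of 3 counts. The paper describes male mice for this model. A library made from cells of a single sex would have one of the 2 near 0, which none of the 6 libraries has. Reads of X-linked copies as the only source of the Y-linked counts would keep each ratio constant, but the Y-linked genes stood at 18.1% (*Ddx3y*), 64.7% (*Eif2s3y*), 23.3% (*Kdm5d*) and 59.0% (*Uty*) of the counts of their X-linked copies in the libraries labelled WT and at 13.3%, 51.1%, 20.6% and 41.6% in the libraries labelled KO. The median log2 ratio over the 4 pairs differed between the labels by -0.34, against an SD of 0.10 within labels and without overlap of the libraries. That such reads add a part to the Y-linked counts stays open, since the ratios do not give the share of misplaced reads. A mixture of cells from male and female mice in each library is a candidate explanation that these counts cannot test further. The signal is in both labels, with *Xist* and *Ddx3y* lower in the libraries labelled KO (log2 fold change -0.33 and -0.38), and no biological explanation was tested.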

How the results depend on the processing

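The marker scaling and what follows from it were chosen only after the results were seen. The number of differentially expressed genes was 4248 and stayed between 3681 and 4473 without the low-count filter, with a mean CPM of at least 1, with DESeq2, with library size or the upper quartile, with limma and with the replicate block, and from 3152 to 4122 across the 6 fits that each left out a library. With a fold change above 2 in addition it was 882, by construction, with 4.31% lower in place of 41.4%. With marker scaling it was 8871, with 0.440% lower, and 2827 genes were shared with the 4248, of which 2527 in the same direction. The median of all genes moved by 0.42 in this scaling, and by 0.03 with library size and -0.04 with the upper quartile.

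*Atf3* kept its direction and its side of the threshold in all alternatives. It also did with marker scaling (2.89), which moves all genes up and is no separate test of a rise. For *Kdm5b* the log2 fold change was -0.26 (adjusted p = 0.0324) with the upper quartile and -0.21 (adjusted p = 0.0271) with the replicate block, both past the threshold, and from -0.29 to -0.17 across the 6 fits that each left out a library, of which the fit without WT replicate 1 passed it. Its adjusted p ran from 0.0188 to 0.175 over the alternatives set beforehand. With marker scaling it was 0.20, in the other direction, which follows from the upward move of all genes in that scaling. For the other settings the cause was not tested.

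The set tests of collagen and collagen processing genes lost their calls with camera at an estimated correlation (p = 0.108 and 0.117), which is 0.186 and 0.267 in place of the preset value, and kept them under the other alternatives. With marker scaling the sets stayed lower relative to other genes although their medians were 0.05 and 0.06. The VEGF signaling set was called higher by fry (a p of 0.00127) and pointed higher without a call in GSEA on the signal-to-noise ranking (a p of 0.254), where leaving out the low-count filter in addition gave a call (a p of 0.0314), and was without a call and pointing lower with camera in all other alternatives. The cause was not tested. The sprouting angiogenesis and mitotic sets kept their direction and call in all alternatives. Of the Supplementary Fig. 4b genes 22 passed, and 0 with a fold change above 2 and 1 with marker scaling. Of the Supplementary Fig. 4d genes 19 passed, 1 and 1 in these settings, and 14 to 17 with a library left out. Of the negative genes of Fig. 6d 9 passed, 0 and 0 in these settings, and 6 to 9 with a library left out. The positive genes of Fig. 6d stayed between 13 and 15.

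No named gene reversed in an alternative set beforehand. Of 90 named genes tested, 53 lost their call with a fold change above 2, 4 with limma, 2 with DESeq2 5 to 7 in each fit that left out a library, and at most 1 in the others. Among genes without a call, *Optc* moved from -0.66 to -0.14 without KO replicate 1 and to -1.84 without KO replicate 3, *Scx* from -0.42 to -0.27 without KO replicate 3, *Sema4a* from -0.38 to -0.24 without KO replicate 1 and *P3h1* from -0.32 to -0.20 without it. The replicate block was run because both labels carry the numbers 1 to 3, but same-numbered libraries did not deviate together (correlations of 0.002, 0.003 and 0.035), so the numbers do not pair them, and the block gave 3907 differentially expressed genes.

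All 10 splits of the 6 libraries into groups of 3 were fitted, and a share under 0.1 cannot be had. In 1 of the 10, the real split, as many genes passed, and the most in any other split was 3. The real split was also the 1 with the smallest camera p for collagen, collagen processing, sprouting angiogenesis and mitotic genes and the 1 with as many genes past the threshold in each of the lists from Supplementary Fig. 4b, Supplementary Fig. 4d and Fig. 6d, positive and negative. Splits that mix the labels also gave a camera p under 0.05 for each of these sets. The smallest were 5.6e-04 for collagen, 6.4e-06 for collagen processing, 0.0138 for sprouting angiogenesis and 5.8e-08 for mitotic genes. Each mixed split holds the labels in unequal numbers, so a part of the difference between the labels stays in it. These p values are therefore no null for camera. They cannot tell whether camera gives a small p without a difference between the labels. For VEGF signaling genes 6 of the 10 splits gave a camera p as small as the real split. With totals of 12025403 counts or more, genes such as *Agt*, *Adgrb3*, *Ccr2*, *Cysltr2* and *Adamts17* were too low to be tested with the filter.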

Differences from the paper's values

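All comparisons in this part use alternatives set before the data were examined. For VEGF signaling, the paper's normalized enrichment score is about 1.9 in Fig. 6c, and the value from GSEA on the signal-to-noise ranking was 1.16. The paper's enrichment score is about 0.61 in Fig. 6c, against 0.412. The members of the paper's set are not given, and the list used here is another one. None of the alternatives set before the data were examined closed either gap; the nearest, without the low-count filter, gave 1.49 and 0.502 and passed the threshold (a p of 0.0314). The paper calls the set higher, camera did not (adjusted p = 0.653) and fry did (adjusted p = 0.00202).

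Some genes that the paper's heat maps show as lower did not pass the threshold here. In Supplementary Fig. 4b these are *Scx*, *P3h1* and *Mkx*; *P3h1* (log2 fold change -0.52, adjusted p = 0.00917) and *Mkx* (-1.11, adjusted p = 0.00606) passed without KO replicate 2, where over the alternatives their adjusted p ran up to 0.400 and 0.311. In Supplementary Fig. 4d they are *Col23a1*, *Mmp17*, *Thsd4*, *Adamts3* and *Itga8*; *Col23a1* passed without KO replicate 1 (adjusted p = 0.0352, up to 0.219 over the alternatives), and *Thsd4* without the filter, with DESeq2, with the upper quartile, without KO replicate 2 and without WT replicate 1 (adjusted p from 0.024 to 0.0495, up to 0.184 over the alternatives). In Fig. 6d they are *Optc*, *Angpt4* and *Sema4a*; *Angpt4* passed without WT replicate 3 (adjusted p = 0.0477, up to 0.342 over the alternatives). *Adamts17*, *Agt*, *Adgrb3*, *Ccr2* and *Cysltr2* could not be tested with the filter, and without it 15 of 15 positive genes passed, so *Cysltr2* is among them.

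In the heat map of Supplementary Fig. 4b, most genes look lower in KO replicate 2 than in KO replicate 3. In the deposited FPKM values 22 of the 25 genes are lower in KO replicate 3 than in KO replicate 2.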

Other observations

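The tests on added RNA, on a transition, on a lower share of fibroblasts, on more endothelial cells, on *Kdm5b* and on immediate early genes were chosen only after the results were seen; those on depth, on the highest counted genes and on length and GC content were chosen before.

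Marker lists of several cell types moved in the libraries labelled KO. The endothelial list, with 30 of 32 genes tested, had a median log2 fold change of 2.67, with 24 genes higher and 0 lower over all genes tested, 24 and 1 when adjusted over the list alone (adjusted p = 4.3e-15 from camera, over 10 lists), and 12 of its genes had at least 10 CPM in the libraries labelled WT. It shares 4 genes with the sprouting angiogenesis list and 0 with those of Fig. 6d. Its most abundant genes were *Pecam1* (622 CPM against 39.5), *Cdh5* (376 against 75.9), *Ptprb* (307 against 291) and *Eng* (265 against 268), of which the last 2 did not rise with TMM normalization, nor did *Cldn5*, *Sox17*, *Aqp1* and *Cyyr1*, while marker scaling moves all genes up by 0.42 and would leave only *Sox17* of these below 0. The fibroblast list had a median of -0.42 with 15 of 17 genes lower, the macrophage list -0.43 with 13 of 17 lower and *Cd68* higher (1.38), the cardiomyocyte list -0.36 with 9 of 15 lower, and the sex-linked list -0.33 with 3 of 5 lower. Adjusted over the list alone, 16, 14, 10 and 4 of them were lower, and the adjusted p values from camera were 1.9e-07, 4.9e-05, 3.6e-05 and 0.0171. With marker scaling, chosen after seeing the data, the cardiomyocyte and macrophage genes together are set to a ratio of 1 by construction. These genes were named after their values were seen. Under fry these 5 calls held, and with an estimated correlation those of the endothelial and macrophage lists held (p = 0.0217 and 0.0202). The mural list (8 tested) had a median of -0.41 with 2 higher and 3 lower (2 and 5 adjusted over the list alone), the neutrophil list (6 tested) -0.14 with 2 higher and 1 lower, the lymphocyte list (2 tested) 0.12 with 1 higher (1 higher and 1 lower adjusted over the list alone), the integrated stress list (16 tested) 0.02 with 4 higher and 4 lower (4 and 5 adjusted over the list alone), and none of 5 erythroid genes could be tested.

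A lower share of fibroblasts, with the other cell types kept in proportion, would raise the genes of each of these alike. The cardiomyocyte and macrophage genes had a median of -0.42, below 0. A lower share that comes from another population being added would lower these lists as well, and is not excluded by this. A transition in which fibroblasts give up fibroblast genes would lower these more than cardiomyocyte and macrophage genes, but fibroblast and collagen genes together lay 0.046 above them (95% bootstrap interval from -0.02 to 0.08 over 49 and 32 genes). A transition that keeps fibroblast genes, or one that adds RNA to the cells, is not excluded by this. Library depth does not account for the pattern, since after thinning to the smallest total the median of the collagen genes was -0.37 and that of the endothelial genes 2.66. Nor do a few highly counted genes, since without the 50 highest, 7 of them collagen genes, the medians were -0.36 and 2.68. Removing the trend on gene length and GC content, known for 99.7% of the genes tested, left -0.33 and 2.67.

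What stays open is that RNA of another cell population may have been added to the libraries labelled KO. All 4 medians of the fibroblast, cardiomyocyte, macrophage and sex-linked lists were at or below -0.33, which 0 of 10000 draws of random lists with matched expression reached. The prediction first written was another one, that the 4 medians lie closer together than random lists, and it was not met: they differed by 0.094, and 11.3% of the random draws differed as little. The test on their level was added after that result had been seen. It restates that these lists are low, which any cause of their fall would give, so it cannot tell added RNA from another cause. If the whole fall of the fibroblast, cardiomyocyte and macrophage genes came from added RNA, it would be 27.1%, 20.7% and 26.4% of the RNA in KO replicates 1, 2 and 3. The medians of the endothelial list followed the same order, at 2.83, 2.33 and 2.59, which 3 libraries can do by chance. A larger number of heart endothelial cells that carry all genes of the endothelial list is argued against, since even at the smallest of these shares and in the highest library 6 of its 32 genes would have under 10 CPM in the added RNA (*Aqp1*, *Cldn5*, *Cyyr1*, *Gpihbp1*, *Sox17* and *Tcf15*, named after their values were seen). Endothelial cells without these genes, and cells of the heart that gained a part of the endothelial genes and more RNA per cell, stay open and were not tested.

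*Kdm5b* was not lower past the threshold in the libraries labelled KO, with a log2 fold change of -0.22. An exchange of a library of each label is ruled out by the first principal component, on which the labels separate with 73.2% of the variance. The loss of the deleted bases alone would be -0.03, if all of them are counted bases. The paper also states a frameshift in the gene, and any loss of transcript that follows from it is not part of the -0.03. A transcript that carries the deletion and is still counted may give the -0.22, but the gene counts cannot tell it from added RNA that holds intact *Kdm5b*. By Q-PCR the paper found *Kdm5b* mRNA nearly absent from cardiac fibroblasts of KDM5B-KO mice (Supplementary Fig. 2b). Which part of the transcript was measured is not stated in the paper, so this value does not decide it. If the knockout cells had none, the added RNA would need 418 CPM of *Kdm5b*, against 120 CPM in the libraries labelled WT. The other members of the KDM5 family, *Kdm5a*, *Kdm5c* and *Kdm5d*, had log2 fold changes of 0.13, -0.01 and -0.19, and 0 of the 4 passed the threshold.

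The rise of *Atf3* could be part of a stronger response to cell dissociation. The other immediate early genes went both ways, with 10 higher and 3 lower of 33 tested, the same when adjusted over the list alone, and a median of -0.028. Camera gave no call (adjusted p = 0.767), but fry called the list higher (adjusted p = 0.0166), so these genes do not decide it. *Dusp1* (1.31), *Nr4a1* (1.45), *Fosb* (2.20) and *Jun* (0.50) were higher and *Egr1* (-0.46), *Junb* (-0.23) and *Btg2* (-0.30) lower, all named after their values were seen. Whether *Atf3* rose within the fibroblasts or came with added RNA of another cell population stays open as well. Counts per library do not say which cells they come from.

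Some values belong to genes that the paper measured in other samples. *Tgfb1* was higher in the libraries labelled KO, with a log2 fold change of 0.55 (standard error 0.05, adjusted p = 2.0e-04 from edgeR), where the paper reports *Tgfb* as suppressed in the myocardium (Supplementary Fig. 3d). *Vegfa* was lower in all 3 libraries labelled KO (-0.41). The paper reports it as increased by Q-PCR in cardiac fibroblasts isolated on Day 7 after MI (Supplementary Fig. 7c) and in fibroblasts stimulated with TGF-β (Fig. 6g). Of the 20 genes of Fig. 7a, which were chosen on myocardial tissue, 11 could be tested, with 6 higher and 1 lower, the same when adjusted over the list alone, and a median of 0.95.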
